# Pathogenic pathways are activated in each major cell type of the glomerulus in the *Cd2ap* mutant mouse model of focal segmental glomerulosclerosis

**DOI:** 10.1186/s12882-015-0063-z

**Published:** 2015-05-13

**Authors:** Eric W. Brunskill, S. Steven Potter

**Keywords:** *Cd2ap*, Focal segmental glomerulosclerosis, Podocytes, Mesangial cells, Endothelial cells, RNA-seq, Pathogenic pathways

## Abstract

**Background:**

Mutations in several genes expressed in podocytes, including *Cd2ap*, have been associated with focal segmental glomerulosclerosis in humans. Mutant mouse models provide an opportunity to better understand the molecular pathology that drives these diseases.

**Methods:**

In this report we use a battery of transgenic-GFP mice to facilitate the purification of all three major cell types of the glomerulus from *Cd2ap* mutant mice. Both microarrays and RNA-seq were used to characterize the gene expression profiles of the podocytes, mesangial cells and endothelial cells, providing a global dual platform cross-validating dataset.

**Results:**

The mesangial cells showed increased expression of profibrotic factors, including thrombospondin, Tgfb2 and Tgfb3, as well as the angiogenesis factor Vegf. They also showed upregulation of protective genes, including *Aldh1a2*, involved in retinoic acid synthesis and *Decorin*, a Tgfb antagonist. Of interest, the mesangial cells also showed significant expression of *Wt1*, which has generally been considered podocyte specific. The *Cd2ap* mutant podocytes showed upregulation of proteases as well as genes involved in muscle and vasculature development and showed a very strong gene expression signature indicating programmed cell death. Endothelial cells showed increased expression of the leukocyte adhesion associated factors Vcam1 and Sele, as well as Midkine (promoting angiogenesis), endothelin and many genes responsive to cytokines and interferons.

**Conclusions:**

This study provides a comprehensive analysis of the changing properties of the three cell types of the glomerulus in *Cd2ap* mutants, identifying activated and repressed pathways and responsible genes, thereby delivering a deeper molecular understanding of this genetic disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12882-015-0063-z) contains supplementary material, which is available to authorized users.

## Background

The CD2-associated protein (CD2AP) is a widely expressed adapter protein. In the kidney CD2AP is found in podocytes at the slit diaphragm where it interacts with nephrin and podocin [1, 2]. Mutations in *Cd2ap* have been associated with focal segmental glomerulosclerosis (FSGS) in humans [3–5]. Mice with homozygous mutation of *Cd2ap* develop severe nephrotic syndrome, with mesangial cell proliferation, extracellular matrix deposition, glomerulosclerosis, extensive foot process effacement and die within weeks of birth [1]. Mice with *Cd2ap* haploinsufficiency show mesangial expansion and hypercellularity by 9 months of age [5]. Transgene driven podocyte specific expression of *Cd2ap* can rescue the *Cd2ap* homozygous mutant lethality, showing that the podocyte is the primary site of essential *Cd2ap* function in the kidney [6]. The *Cd2ap* mutant mouse is therefore an excellent model system for the study of podocyte dysfunction driven glomerulosclerosis.

The glomerulus is primarily composed of three cell types, the podocytes, mesangial cells and endothelial cells. While the podocyte is often the primary site of injury, subsequent changes in all three cell types can provide major contribution to glomerular disease progression. Mesangial expansion, through proliferation or hypertrophy, as well as increased extracellular matrix, is a common feature of progressive renal disease, including FSGS. Further, diseased renal endothelial cells have been associated with increased leukocyte recruitment [7] and can undergo *de novo* angiogenesis, producing immature and leaky vessels [8]. It is therefore clear that each of these cell types can contribute to glomerular disease.

In this study we examined the altered gene expression profiles of all three major cell types of the glomerulus in *Cd2ap* mutant mice. We used *MafB-GFP*, *Meis1-GFP* and *Tie2-GFP* transgene reporters to facilitate FACS purification of the podocytes, mesangial cells and endothelial cells, respectively, from the glomeruli of wild type and *Cd2ap*^−/−^ mice. Gene expression patterns were determined by both microarray and RNA-seq, thereby providing a global dual platform cross validating dataset. In the mesangial cells we observed elevated expression of pro-fibrotic growth factors including thrombospondin, Tgfβ2 and Tgfβ3, as well as the angiogenesis factor Vegf. Mutant mesangial cells also showed upregulation of the protective genes *Aldh1a2*, involved in retinoic acid synthesis and decorin, a Tgfbeta antagonist. Surprisingly, the mesangial cells, both wild type and mutant, also showed significant expression of *Wt1*, which has generally been thought to be podocyte specific. The mutant podocytes showed upregulation of proteases as well as genes involved in muscle and vascular development and a very strong gene expression signature indicating programmed cell death. Endothelial cells showed upregulation of Midkine (promoting angiogenesis), the potent vasoconstrictor endothelin, many genes responsive to cytokines and interferons and *Vcam1* and *Sele*, which promote leukocyte adhesion. The results identify key pathogenic and protective pathways activated in each of these cell types as a result of the *Cd2ap* mutation.

## Methods

### Mouse strains

The *Cd2ap* mutant (B6.129X1-*Cd2ap*^tm1Shaw^/J) [9] and *Tie2-GFP* (Tg[*TIE2GFP*]287Sato/J) [10] mice were from Jackson Laboratory. *MafB-GFP*, Tg(*Mafb-EGFP*)FT79Gsat and *Meis1-GFP* Tg(*Meis1-EGFP*)FO156Gsat, were from GENSAT/MMRC (http://www.gensat.org/MMRC_report.jsp).

### Animal ethics

All animal experiments were carried out according to protocols approved by the Cincinnati Children’s Medical Center Institutional Animal Care and Use Committee (protocol title “mouse models of focal segmental glomerulosclerosis”, number 3C04035).

### Cell purification

Mice were sacrificed at 5 weeks of age. Average mutant mouse BUN levels were elevated to 313 ± 67 from wild type levels of 19.8 ± 5.3. Glomeruli were isolated as previously described [11] and then enzymatically dissociated and FACS used to isolate the GFP positive cells, as previously described [12].

### RNA purification and amplification

RNA was purified using Qiagen RNeasy Micro kits and used for single round RIboSpia amplification using the Nugen Ovation Pico V2 system and used for Affymetrix Mouse Gene 1.0 ST array hybridization or Nextera Tagmentation and Illumina HiSeq2500 sequencing, ~60 million reads per sample, single end 50.

### Data analysis

Microarray and RNA-seq data was primarly analyzed with GeneSpring 12.6.1-GX-NGS. A typical RNA-seq workflow included filtering for minimum expression of 3 RPKM in at least one sample, Audic Claverie Test for statistical significant difference (P < 0.05) and fold change screen as described in the Results and Discussion. For microarray the workflow included filtering on expression requiring minimum 100 raw signal, moderated *T*-Test (P < 0.05) and fold change screen as described in the Results and Discussion. Genespring, ToppGene (http://toppgene.cchmc.org/) [13], ToppCluster (http://toppcluster.cchmc.org/) [14] and Cytoscape (http://www.cytoscape.org/) [15] were used for functional analysis and preparation of figures. Data is available at GEO (GSE63272).

### Immunofluorescence validations

Immunofluorescent validations were carried out as previously described^33^. Primary antibodies were all from Santa Cruz Biotechnology (Santa Cruz CA) and secondary antibodies were from Invitrogen (Carlsbad, CA), with all dilutions according to manufacturer recommendations.

## Results and discussion

### Mesangial cells

The mesangial cell was first recognized as a distinct glomerular cell type by Zimmerman in 1933 and morphologically and functionally defined by Farquhar and Palade in 1962 [16]. Mesangial expansion is a hallmark of many glomerulopathies, with increased mesangial cell proliferation and matrix production resulting in altered gomerular basement membrane permeability and blood flow.

To better understand the possible involvement of mesangial cells in the *Cd2ap* mutant mouse model of FSGS we performed gene expression profiling using both microarrays and RNA-seq. Mesangial cells from control and *Cd2ap*^−/−^ mutant mice were isolated using a combination of sieving, to first isolate glomeruli, followed by FACS purification of mesangial cells, using the *Meis1-GFP* transgene, as previously described [17]. 

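RNA of the GFP positive cells was amplified in a single round by Ribo-SPIA, a linear amplification from an RNA-DNA primer, and hybridized to Affymetrix Mouse Gene ST arrays. Mesangial cells of mice 5 weeks of age gave 6 arrays, 3 labelled mutant and 3 labelled wild type. The deposited column names mark the genotype of the 3 control arrays with a plus and a minus sign, where those of podocytes and endothelial cells carry a pair of plus signs, while the sample records call all of them wild type. Whether the mesangial controls were heterozygous is not known, and they are called wild type here. The authors deposited 1 signal per transcript cluster and array, a linear intensity that the sample records ascribe to RMA, with background correction, quantile normalization and summary over probes, for 28856 transcript clusters. Genotypes were compared on log2 signals with limma over the 11457 transcript clusters with a signal of at least 100 in at least 1 of the 6 arrays. The number of arrays limits the precision of every value. *Cd2ap* itself (transcript cluster 10451004) had a signal of 829 ± 37.6 (SD, n = 3) in arrays labelled mutant and 1027 ± 101 (SD, n = 3) in wild type arrays, a log2 fold change of -0.31 (standard error 0.10, adjusted p = 0.151 from limma). The signal was not shown to fall, so each direction of change rests on the labels of the arrays. The RNA-seq of the same study was not analysed here.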

The quality of the resulting datasets was confirmed using several metrics. 

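Across the 28856 transcript clusters, Pearson's r of log2 signals between the 3 arrays labelled mutant was 0.988 to 0.991 in mesangial cells. Between the 3 wild type arrays it was 0.980 to 0.991. Both values near 0.980 involved 1 of the wild type arrays, called C here by its place among the deposited columns. The median r between a mutant and a wild type array of mesangial cells was 0.982, and the median between arrays of different cell types was 0.936. These correlations are across genes, which are not independent replicates, and many of the genes lie near background. With transcript clusters of at least 100 in at least 1 array only, the median r was 0.977 between the mutant and 0.955 between the wild type mesangial arrays. In a principal component analysis of all 18 arrays, the leading components held 45.4% and 27.7% of the variance.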

First, we examined the independent biological replicates for reproducibility. Second, we analyzed the data for possible cell type contamination. For example, we inspected the mesangial gene profile for the expression of genes representing podocyte cell markers, finding very low levels. In addition, by performing the profiling with two independent technologies, RNA-seq and microarray, the resulting datasets provided global cross-validation.

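In the 3 mesangial arrays labelled mutant, *Nphs1* (transcript cluster 10551907) had signals of 53.8 to 61.1, below the signal of 100 that the screens require. Wild type arrays A and B gave 58.2 and 55.6, and wild type array C was higher, at 167.6. In podocyte arrays *Nphs1* had signals of 1034.5 to 1298.4. It was not shown to differ between genotypes in mesangial cells, with a log2 fold change of -0.48 (adjusted p = 0.539) from limma. *Sulf1* (transcript cluster 10344897) was not at background, with 307 ± 78.1 (SD, n = 3) in mutant arrays and 108 ± 32.5 (SD, n = 3) in wild type arrays, a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.0361 from limma).

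**Figure D1:**
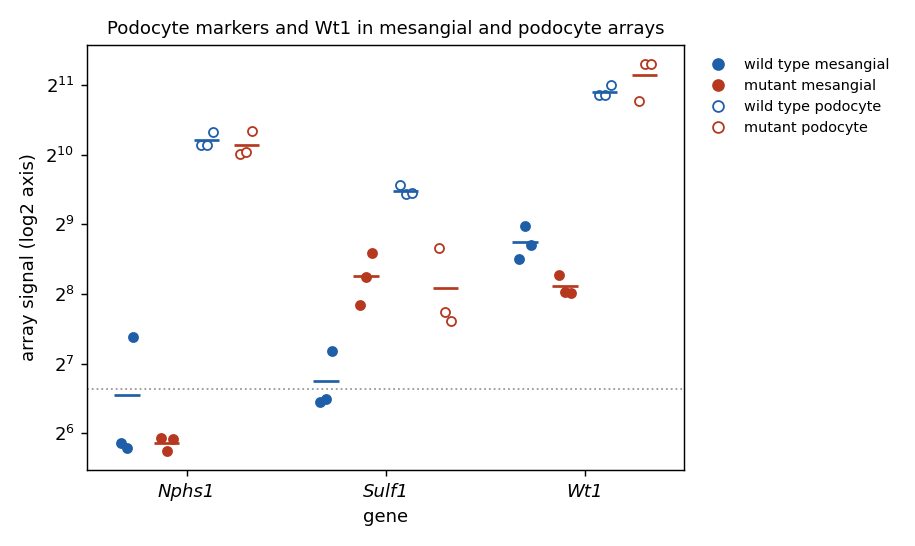
Signals of 3 podocyte genes on a log2 axis in each mesangial array (filled) and podocyte array (open), by genotype, with short lines at the group means and a dotted line at a signal of 100. *Wt1* lies between 259 and 506 in the 6 mesangial arrays, and wild type array C stands above the other mesangial arrays for *Nphs1*.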

Analysis of the microarray data identified 176 genes up-regulated (Additional file 1: Table S1) and 265 genes down-regulated (Additional file 2: Table S2) in *Cd2ap* mutant mesangial cells, with P < 0.05 and fold change (FC) > 1.5. 

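With an unadjusted p under 0.05, a fold change over 1.5 and the signal minimum of 100, the low stringency screen called 238 transcript clusters higher and 357 lower in mesangial arrays labelled mutant. Of these, 210 and 348 carry a gene symbol. In 208 of the higher and 318 of the lower ones, every mutant array lay beyond every wild type array, which 10% of unchanged transcript clusters would do by chance and 28.6% of all tested did. At an unadjusted p under 0.05, 573 of the tested transcript clusters are expected by chance and 2486 were found. Benjamini-Hochberg adjustment moved the screen most, to 101 higher and 151 lower at the same fold change. Of the 176 transcript clusters in the paper's Table S1, all were higher in mutants here and 161 passed the screen. All 269 in Table S2 were lower, and 243 passed. The paper's log2 fold changes and those computed here had an r of 0.98 across genes in Table S1 and 0.97 in Table S2.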

Over 90 % of the differences called by microarray were confirmed by independent RNA-seq data analysis (Additional files 1 and 2: Tables S1-S2). A more stringent screen of the array data (raw signal > 500, FC > 2) identified 30 of the most strongly differentially expressed genes (Fig. 1).

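The stringent screen, with the same test, a fold change over 2 and a signal of at least 500 in at least 1 of the 6 arrays, called 60 of 2629 transcript clusters, 34 higher and 26 lower in mesangial arrays labelled mutant. Of these, 20 and 19 had an adjusted p under 0.05. All 19 genes shown as higher in Fig. 1 and all 11 shown as lower passed the low stringency screen here. The stringent screen called 17 of the higher ones, without *Col8a1* and *Figf*, whose changes stayed under 2-fold, and all 11 lower ones. Of the 30 genes, 22 had an adjusted p under 0.05 over all genes tested and 30 when adjusted over the list alone, which is not independent evidence since the study chose the list on these arrays. Among the calls in which the genotypes did not overlap, large increases were seen for *Ptgs2*, at 2.58 (adjusted p = 0.00843) on the log2 scale, and large decreases for *Glb1l2*, at -2.98 (adjusted p = 0.00465), *Steap4*, at -2.39 (adjusted p = 0.00244), *Tmem182*, at -2.30 (adjusted p = 0.00538), and *Gm10808*, at -2.47 (adjusted p = 0.0052). The Y-linked *Ddx3y*, at -2.66 (adjusted p = 0.193), was high in 2 of the 3 wild type arrays and low in the other 4.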

**Fig. 1:**
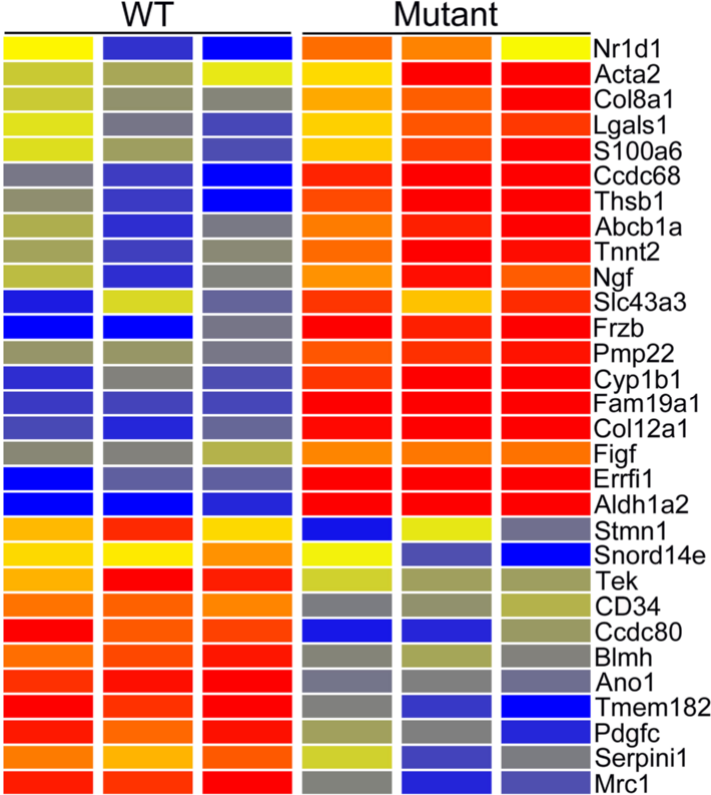
Heatmap of genes showing microarray based differential expression in *Cd2ap* ^−/−^ mutant mesangial cells. Genes were filtered for moderate to high expression (raw signal > 500) and Fold Change > 2. Red is high expression, blue is low expression and yellow is intermediate. Reproducibility is high for the replicates. Differential expression was validated for all of these genes by independent RNA-seq analysis

The RNA-seq data (RPKM > 3, P < 0.05, FC > 2) identified significantly more differentially expressed genes, with 580 up-regulated (Additional file 3: Table S3) and 420 down-regulated (Additional file 4: Table S4). This RNA-seq/microarray discrepancy is commonly observed and is the result, in part, of the higher background with microarrays, which results in a fold change compression. 

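Of the genes in the paper's Table S3, higher in mutant mesangial cells by RNA-seq, 534 are on the array, and 144 of them (27.0%) stayed below a signal of 100 in all 6 mesangial arrays. Of the remaining 390, 357 (91.5%) changed in the direction of the table in arrays labelled mutant and 150 passed the low stringency screen. Of the genes in Table S4, lower in mutants by RNA-seq, 396 are on the array and 131 (33.1%) stayed below 100. Of the remaining 265, 241 (90.9%) were lower and 135 passed the screen. The median absolute log2 fold change of the genes above 100 on the arrays was 0.50 for Table S3 and 0.61 for Table S4. The medians of the paper's RNA-seq values over the same genes, on the log2 scale, are 1.48 and 1.34. These genes were listed by their RNA-seq change, so the array and RNA-seq medians do not stand on the same footing.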

Perhaps surprising, however, many of the genes with even the greatest fold change, as determined by RNA-seq, were not confirmed by microarray. 

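Among the 50 genes with the largest RNA-seq increase in the paper's Table S3, 47 are on the array, and 12 passed the low stringency screen in mesangial arrays labelled mutant. Of the 35 that did not, 54.3% had a signal below 100 in all 6 arrays. For the 50 largest decreases in Table S4, 44 are on the array and 21 passed. Of the 23 that did not, 73.9% were below 100. Over the whole tables the shares below 100 among genes that did not pass were 37.5% and 50.2%.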

In most cases this was the result of a failure of the microarray to detect expression of the gene, even though the RNA-seq data looked robust, with high numbers of properly aligned reads for the gene of interest. This could be the result of the microarray target amplification chemistry used and/or array design.

Functional enrichment gene ontology analysis identified upregulation in mutants of many genes encoding extracellular matrix components, including Fibrillin2, which can regulate Tgfβ bioavailability, six collagen genes, fibronectin, which is involved in wound healing and collagen deposition in osteoblasts, as well as elastin and CD4, generally associated with immune cells (Additional file 5: Table S5) (Fig. 2).

**Fig. 2:**
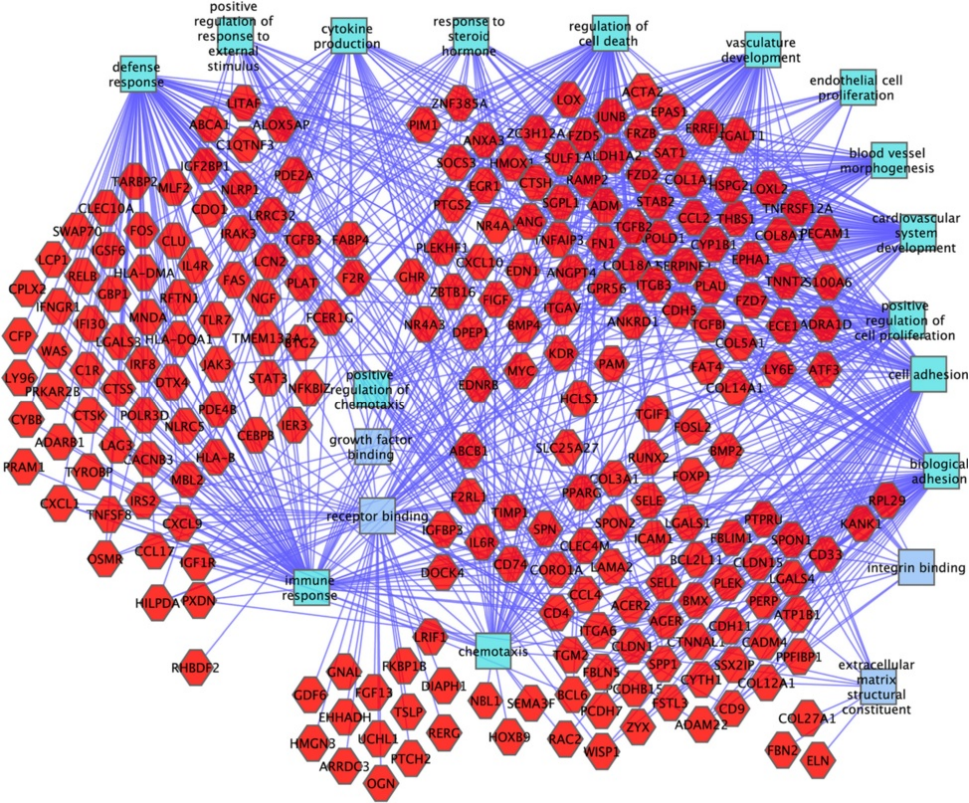
Functional analysis of genes upregulated in mutant mesangial cells. Genes are red hexagons and molecular functions and biological processes are rectangles. Differential expression was defined by RNA-seq. Key functional categories include extracellular matrix component, vasculature development, defense response, regulation of cell death and chemotaxis

Also up-regulated in mutant mesangial cells were the Wnt signaling genes *Frzb*, *Fzd2*, *Fzd5* and *Fzd7* and several cytokine/chemokine/growth factors, including the chemokine *Ccl2*, associated with proliferative glomerulonephritis [18], *Ccl4*, associated with idiopathic steroid sensitive nephritic syndrome [19], *Ccl17*, *Cxcl1*, *Cxcl9*, *Cxcl10*, *Bmp2*, *Bmp4* and another BMP family member, *Gdf6* (over 100 fold change), the potent vasoconstrictor *Edn1* (endothelin), *Tnfsf8*, *Tslp*, *Spp1* (nephropontin, with over 100 fold change), *Ngf, Itga6* and *Kdr* (*Vegf*).

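On the arrays, 14 of the 19 genes reported here had a mesangial signal of at least 100, while *Fzd5*, *Ccl4*, *Ccl17*, *Gdf6* and *Tnfsf8* stayed below it in all 6 arrays. The mean was higher in arrays labelled mutant for 13 of the 14, and 8 passed the low stringency screen. Over all genes tested 6 had an adjusted p under 0.05, and 10 when adjusted over these genes alone, which is not independent evidence since the study chose the list on these cells. *Tslp* (transcript cluster 10454601) had a signal of 202 ± 60.2 (SD, n = 3) in mutant arrays and 31.1 ± 1.92 (SD, n = 3) in wild type arrays, a log2 fold change of 2.66 (standard error 0.20, adjusted p = 0.00312 from limma). *Frzb* (transcript cluster 10484307) had 625 ± 16.8 (SD, n = 3) in mutant arrays and 105 ± 69.8 (SD, n = 3) in wild type arrays, a log2 fold change of 2.80 (standard error 0.46, adjusted p = 0.0334 from limma). *Ccl2* reached 161 ± 13.8 (SD, n = 3) in mutant arrays and 64.4 ± 13.2 (SD, n = 3) in wild type arrays, a log2 fold change of 1.34 (standard error 0.15, adjusted p = 0.0134 from limma). The other changes past the adjusted threshold, on the log2 scale, were those of *Fzd7* at 1.09 (adjusted p = 0.0203), *Bmp2* at 1.00 (adjusted p = 0.0381) and *Bmp4* at 0.81 (adjusted p = 0.0369). *Cxcl10* at 1.53 (adjusted p = 0.0949) and *Spp1* at 1.05 (adjusted p = 0.108) passed the screen alone. *Fzd2* at 0.53 (adjusted p = 0.0728), *Cxcl1* at 0.43 (adjusted p = 0.0995), *Edn1* at 0.49 (adjusted p = 0.376), *Cxcl9* at 1.17 (adjusted p = 0.361) and *Itga6* at 0.33 (adjusted p = 0.767) passed neither. *Kdr* had a log2 fold change of -0.75 (adjusted p = 0.694) that rested on wild type array C, at 934.8, against 77.6 and 81.1 in the other two, and it was 0.43 without that array. The tested genes of the list as a set were higher in mutants (camera, adjusted p = 7.7e-11 over 41 tests of lists, 5.08e-04 under fry and 0.0216 with an estimated correlation between genes).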

Also strongly up-regulated were *Tgfβ2* and *Tgfβ3*, likely of key importance given the strong causal relationship established between Tgfβ and renal fibrosis [20]. 

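On the arrays *Tgfb2* (transcript cluster 10360920) had a signal of 182 ± 20.4 (SD, n = 3) in arrays labelled mutant and 107 ± 16.0 (SD, n = 3) in wild type arrays, a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0426 from limma). *Tgfb3* (transcript cluster 10401673) had 281 ± 40.8 (SD, n = 3) in mutant arrays and 115 ± 42.2 (SD, n = 3) in wild type arrays, a log2 fold change of 1.34 (standard error 0.28, adjusted p = 0.0595 from limma). Both passed the low stringency screen, with every mutant array above every wild type array.

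**Figure D2:**
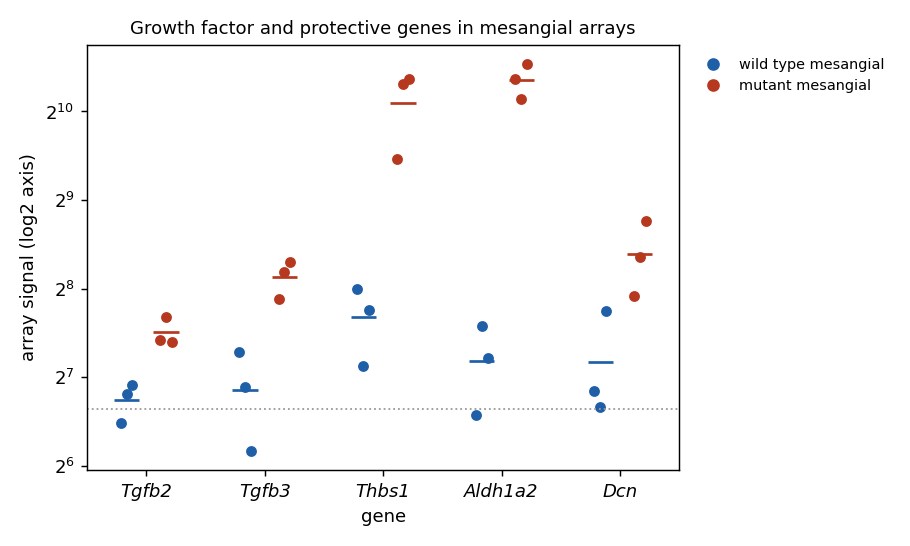
Signals of *Tgfb2*, *Tgfb3*, *Thbs1*, *Aldh1a2* and *Dcn* on a log2 axis in each mesangial array by genotype, with short lines at the means of 3 arrays and a dotted line at a signal of 100. The mutant arrays of *Tgfb2*, *Tgfb3*, *Thbs1* and *Aldh1a2* all lie above the wild type arrays.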

Thrombospondin (*Thbs1*) was also dramatically up-regulated, over ten fold, in mutants. 

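The array values of *Thbs1* (transcript cluster 10474700) were 1096 ± 339 (SD, n = 3) in arrays labelled mutant and 204 ± 59.2 (SD, n = 3) in wild type arrays, a log2 fold change of 2.42 (standard error 0.31, adjusted p = 0.0169 from limma), which is a 5.34-fold increase. With each array left out in turn its log2 fold change stayed between 2.16 and 2.71. Of *Tgfb2*, *Tgfb3* and *Thbs1*, 2 had an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone, which is not independent evidence. The 3 genes together were higher in mutants by camera (adjusted p = 2.43e-04) and fry (0.00317), but not with an estimated correlation (0.0856). From the extracellular matrix and growth factor genes raised in mutant mesangial cells, the paper concludes that these cells have an important role in disease progression.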

Tgfβ is secreted in an inactive pro-cytokine form. Thbs1 plays a key role in Tgfβ activation, with the inflammatory phenotype of *Thbs1* mutants closely resembling that of *Tgfβ* mutants [21]. *Thbs1* is also up-regulated in the mesangial cells of mice with diabetic nephropathy [17].

This powerful cocktail of extracellular matrix and growth factor genes upregulated in the mesangial cells of the *Cd2ap* mutants demonstrates the important role of these cells in disease progression.

One of the most strongly up-regulated genes in the mutant mesangial cells was *Aldh1a2*, which catalyzes the synthesis of retinoic acid. The RNA-seq data showed an up-regulation of 26 fold, with the RPKM going from 13 in wild type to 342 in mutants, indicating very strong expression. 

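On the arrays *Aldh1a2* (transcript cluster 10586865) had a signal of 1312 ± 179 (SD, n = 3) in arrays labelled mutant and 145 ± 48.5 (SD, n = 3) in wild type arrays, a log2 fold change of 3.23 (standard error 0.25, adjusted p = 0.00388 from limma), which is a 9.37-fold increase. Every mutant array lay above every wild type array. Left out in turn, the 6 arrays gave log2 fold changes between 2.95 and 3.46. The increase was the largest among transcript clusters with a gene symbol that passed the low stringency screen and whose genotypes did not overlap.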

The microarray data showed this gene with the greatest fold up-regulation, 8.7. There is an interesting connection between retinoic acid and FSGS. Retinoic acid has been shown to play an important role in the activation of podocyte differentiation genes. In mice with Adriamycin nephropathy, a model of human FSGS, blocking the synthesis of retinoic acid resulted in elevated proteinuria and exacerbated glomerulosclerosis, while treatment with retinoic acid reduced proteinuria and increased podocyte number [22]. The increased *Aldh1a2* expression in *Cd2ap*^−/−^ mutants would therefore be viewed as a protective response, with increased paracrine retinoic acid signaling to nearby podocytes.

It is also interesting to note that there was an approximate three fold increase in *Pparg* expression in mutant mesangial cells, suggesting a possible retinoic acid related autocrine pathway. Pparg forms heterodimers with retinoid X receptors (RXRs) to regulate transcription of target genes. Pparg has been implicated in the pathogenesis of a variety of diseases and plays important roles in regulating proliferation, fibrosis and inflammation. Elevated Pparg in the mutant mesangial cells is likely protective, as agonists of Pparg have been shown to reduce disease progression for renal fibrosis [23], cystogenesis in embryonic *Pkd1*^−/−^ and adult *Pkd1*^+/−^ mice [24] and in *Pck* rats [25].

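*Dcn*, encoding decorin (transcript cluster 10365974), had a mesangial signal of 335 ± 97.2 (SD, n = 3) in arrays labelled mutant and 144 ± 62.1 (SD, n = 3) in wild type arrays, a log2 fold change of 1.26 (standard error 0.33, adjusted p = 0.0949 from limma). It passed the low stringency screen, and its adjusted p over all genes tested was above 0.05. Of *Aldh1a2*, *Pparg* and *Dcn*, 2 passed the screen, 1 had an adjusted p under 0.05 over all genes and 3 did when adjusted over the list alone, which is not independent evidence. As a set they were higher in mutants by camera (adjusted p = 4.73e-04) and fry (0.0133), not with an estimated correlation (0.203).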

Another likely protective gene expression change in the mesangial cells of mutants was the strongly elevated expression of Decorin (*Dcn*). Dcn can interact with thrombospondin and Tgfβ [26] and elevated *Dcn* expression reduces Tgfβ induced fibrosis in model systems [27]. Decorin deficiency results in a much more severe diabetic nephropathy in mice with streptozotocin induced diabetes [28]. It is interesting to note that Decorin is also significantly up-regulated in mesangial cells of mice with diabetic nephropathy [17].

The genes down regulated in the mutant mesangial cells also revealed interesting functional pathways (Additional file 6: Table S6). The most statistically significant altered biological process was sterol biosynthesis. 

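Of *Fdft1*, *Fdps*, *Sqle*, *Dhcr7*, *Idi1* and *Mvk*, 3 had mesangial array signals of at least 100, and *Sqle*, *Dhcr7* and *Idi1* did not. *Fdft1* is covered by 3 transcript clusters that differ. The cluster that carries its symbol alone (10412909) had a log2 fold change of -0.65 (adjusted p = 0.0376 from limma) in arrays labelled mutant. A second, shared with *Ctsb* (10420730), had -0.71 (adjusted p = 0.0781), and both passed the low stringency screen as lower. The third, also shared with *Ctsb* and with the highest signal (10415844), had 0.19 (adjusted p = 0.545). *Fdps* at -0.13 (adjusted p = 0.622) and *Mvk* at 0.01 (adjusted p = 0.967) did not differ between genotypes by more than their spread. Over these genes, each read from its cluster of highest signal, 0 passed the screen, 0 had an adjusted p under 0.05 when adjusted over the list alone, and the list did not move as a set (camera, adjusted p = 0.787).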

Down regulated genes and encoded proteins included: *Fdft1*, encoding the first specific enzyme in cholesterol biosynthesis, catalyzing the dimerization of two molecules of farnesyl diphosphate to form squalene; Fdps catalyzes the production of farnesyl pyrophosphate,a key intermiedatein cholesterol and sterol biosynthesis; Sqle, drives the first oxygenation step in sterol biosynthesis and is thought to be a rate limiting enzyme; Dhcr7 catalyzes the conversion of 7-dehydrocholesterol to cholesterol; Idi1 synthesizes a precursor to farnesyl diphosphate; and Mvk, mevalonate kinase, an early enzyme in cholesterol biosynthesis. Also downregulated were genes involved in axogenesis, suggesting changes in cytoskeletal architecture. The muscle development gene expression signature was also reduced, as were genes associated with vasculature development, reflecting the changing character of the mesangial cells in the *Cd2ap* mutants.

Of interest, we observed robust expression of *Wt1* in mesangial cells, with RPKM values of 34 and 15 in control and mutant, respectively. This further confirms our previous report of *Wt1* expression in mesangial cells [17]. *Wt1* expression is generally considered a podocyte marker in the adult kidney. The observed *Wt1* expression in mesangial cells was not the result of podocyte contamination, as a number of other podocyte marker genes, including *Nphs1* (RPKM 3), *Nphs2* (RPKM 3), *Mafb* (RPKM 5.6) and *Sulf1* (RPKM 3) showed very low expression levels. The observed *Wt1* expression level in mesangial cells was nevertheless much lower (about 10 fold) than observed in podocytes, explaining the relatively specific podocyte expression previously reported using the poorly quantitative immunostain and *in situ* hybridization techniques.

### Podocytes

Although all three major cell types of the glomerulus contribute to the FSGS disease pathology it is generally agreed that perturbed podocyte function plays a central causative role. This is certainly true for *Cd2ap* mutants. We were therefore particularly interested in the perturbed gene expression profiles of the podocytes. 

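Podocytes of mice 5 weeks of age, sorted for GFP, gave 6 arrays, 3 labelled mutant and 3 labelled wild type, made and deposited like those of the mesangial cells. The genotypes were compared over the 12113 transcript clusters with a signal of at least 100 in at least 1 of these arrays. Pearson's r across all transcript clusters was 0.967 to 0.971 between the mutant arrays and 0.988 to 0.989 between the wild type arrays. Its median between genotypes was 0.969. Mutant array A had an r of 0.981 to 0.984 with the wild type arrays, above its 0.971 and 0.967 with mutant arrays B and C. With transcript clusters of at least 100 only, the medians were 0.934 in mutants and 0.975 in wild type. *Cd2ap* had a signal of 1498 ± 17.6 (SD, n = 3) in arrays labelled mutant and 1775 ± 295 (SD, n = 3) in wild type arrays, a log2 fold change of -0.23 (standard error 0.15, adjusted p = 0.504 from limma), so its signal was not shown to fall and the labels give the direction of each change.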

We used the *MafB-GFP* transgene reporter, coupled with FACS, to isolate podocytes from wild type and mutant mice, as previously described [29].

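In podocyte arrays labelled mutant the low stringency screen called 153 transcript clusters higher, 144 of them with a gene symbol. In 124 of the 153 every mutant array lay above every wild type array, beside 21.3% of all tested transcript clusters with no overlap in either direction. The adjusted p was under 0.05 for 6 of them. At an unadjusted p under 0.05, 1729 transcript clusters of either direction were found and 606 are expected by chance. All 80 transcript clusters in the paper's Table S7 were higher here, 77 passed the screen, and the paper's fold changes had an r of 0.98 with those computed here. A further 76 calls are not in that table.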

A relatively low stringency screen of the microarray data (P < 0.05, FC > 1.5) comparing wild type and mutant podocytes identified 73 annotated genes with higher expression in mutant podoctyes (Additional file 7: Table S7). Over 90 % (67 genes) were independently validated by RNA-seq. 

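In podocytes the stringent screen called 20 transcript clusters higher and 59 lower in arrays labelled mutant, out of 2504 that reached a signal of 500. By limma with adjustment, 3 of the higher and 0 of the lower ones had an adjusted p under 0.05. All 5 genes shown as higher in Fig. 3 were called, and 2 of them, *Prss23* and *Tgtp1* (1.80 on the log2 scale, adjusted p = 0.0412), passed the adjusted threshold. *Lgals1* at 1.28 (adjusted p = 0.143) and *H2-K1* at 1.06 (adjusted p = 0.135) did not. Of the 22 genes shown as lower, 21 were called and 0 had an adjusted p under 0.05. The exception was *4932438A13Rik*, at 0.07 (adjusted p = 0.954) in the transcript cluster of highest signal, while 3 of its 19 transcript clusters were called lower. Adjusted over the list alone, 5 of the higher and 21 of the lower genes passed, which is not independent evidence since the lists come from these arrays. As a set the lower genes passed by camera (adjusted p = 1.3e-12), not by fry (0.119) or with an estimated correlation (0.308).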

Increasing the stringency of the screen to require a robust raw expression level of 500, P < 0.05 and FC > 2 identified only five genes with elevated expression and 22 genes with reduced expression in mutant podocytes (Fig. 3).

**Fig. 3:**
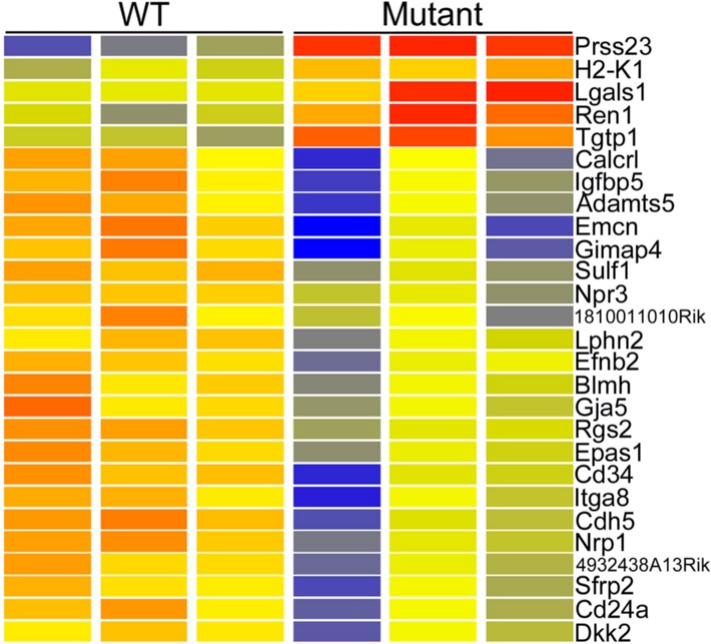
Heatmap of genes showing microarray based differential expression in *Cd2ap* ^−/−^ mutant podocytes. Genes were filtered for moderate to high expression (raw signal > 500) and Fold Change > 2. Red is high expression, blue is low expression and yellow is intermediate. Differential expression was validated for all of these genes by independent RNA-seq analysis

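*Prss23* (transcript cluster 10554814) had a podocyte signal of 1299 ± 152 (SD, n = 3) in arrays labelled mutant and 169 ± 58.4 (SD, n = 3) in wild type arrays, a log2 fold change of 2.99 (standard error 0.25, adjusted p = 0.0242 from limma). Every mutant array lay above every wild type array, and leaving out each array in turn gave 2.74 to 3.24. A second transcript cluster of the gene (10565456) had a log2 fold change of 1.77 and was also called. Both were called higher in mesangial and endothelial cells too. The next largest increases with a symbol and no overlap between genotypes were those of *Bhlhe41* at 2.19 (adjusted p = 0.0242), *Pamr1* at 2.07 (adjusted p = 0.0657), *Atp1b1* at 2.00 (adjusted p = 0.152) and *Nell2* at 1.80 (adjusted p = 0.0412).

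**Figure D3:**
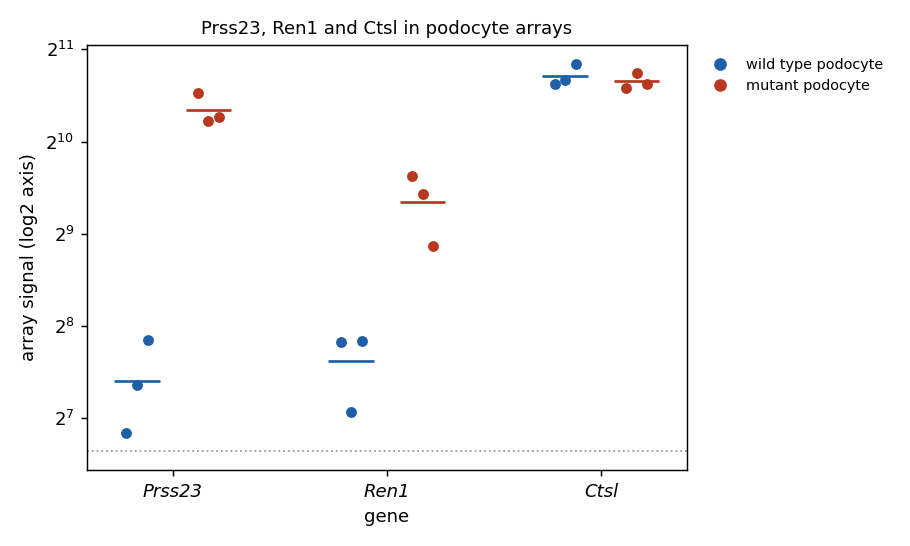
Signals of *Prss23*, *Ren1* and *Ctsl* on a log2 axis in each podocyte array by genotype, with short lines at the means of 3 arrays and a dotted line at a signal of 100. The mutant arrays lie above the wild type arrays for *Prss23* and *Ren1* and overlap them for *Ctsl*.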

The strongest up regulation was for *Prss23*, encoding a serine protease of the trypsin family. This is of particular interest because a number of studies have connected proteases to FSGS pathology [30–34]. *Prss23* is also up regulated in human FSGS patients, even when not caused by *Cd2ap* mutation, suggesting it may be a common feature of FSGS pathogenesis [35].

Of interest, our data did not show altered expression of another protease, cathepsin L, which has been previously strongly implicated in FSGS caused by *Cd2ap* mutation. 

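*Ctsl* (transcript cluster 10410124) had a podocyte signal of 1612 ± 94.9 (SD, n = 3) in arrays labelled mutant and 1678 ± 138 (SD, n = 3) in wild type arrays, a log2 fold change of -0.06 (standard error 0.12, adjusted p = 0.867 from limma). The difference was smaller than the spread between arrays. With each array left out in turn it ranged from -0.10 to 0.01.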

Our array data showed high cathepsin L level expression (about 1500 raw signal) in both wild type and mutant podocytes and the RNA-seq data showed extremely strong expression of 432 RPKM in wild type and somewhat lower 325 RPKM for mutants. Again, this is of particular interest because a previous report concluded that mutation of *Cd2ap* results in an up-regulation of cathepsin L by causing the nuclear accumulation of the transcription factor dendrin [36]. The actions of cathepsin were then proposed to result in a reorganization of the podocyte microfilament system, resulting in proteinuria and increased apoptotic susceptibility to Tgfβ1 [36]. The apparent discrepancy between our data and the previous report suggested the possible involvement of another cathepsin, previously mistaken as cathepsin L, perhaps the result of imperfect antibody specificity. In looking at other cathepsin genes, however, most showed no change and a few showed modest changes, in both directions, but with very low expression levels compared to capthepsin L. In summary, contrary to a previous report, our microarray/RNA-seq data did not show up-regulation of cathepsin L in *Cd2ap* mutant podocytes.

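On the podocyte arrays 14 cathepsin genes are represented, of which *Ctsc*, *Ctse*, *Ctsg*, *Ctsk* and *Ctsw* stayed below a signal of 100. Of the 9 others, 0 were called higher and 2 were called lower in arrays labelled mutant. *Ctsh* had a signal of 92.9 ± 55.4 (SD, n = 3) in mutant arrays and 250.2 ± 58.5 (SD, n = 3) in wild type arrays, a log2 fold change of -1.58 (standard error 0.40, adjusted p = 0.183 from limma). Its direction reverses when the endothelial marker signal of each array is taken into the model. That signal is itself lower in mutant arrays, so the model cannot fully separate it from genotype. *Ctso* had 167 ± 25.0 (SD, n = 3) in mutant arrays and 297 ± 52.8 (SD, n = 3) in wild type arrays, a log2 fold change of -0.82 (standard error 0.18, adjusted p = 0.143 from limma). *Ctsb* had 499 ± 128.9 (SD, n = 3) in mutant arrays and 479.6 ± 41.0 (SD, n = 3) in wild type arrays. Over all genes tested 0 of the 9 had an adjusted p under 0.05 and 2 did when adjusted over the list alone, which is not independent evidence, and camera gave an adjusted p of 0.222 for the list. From *Ctsl* and the other cathepsins, the paper concludes, contrary to an earlier report, that its data did not show a rise of cathepsin L in mutant podocytes.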

Surprisingly, microarrays showed one of the up-regulated genes in mutant podocytes was renin (Fig. 3). This was also seen with RNA-seq, which showed a dramatic up-regulation of *Ren1* expression from 5 RPKM in wild type to 190 RPKM in mutant. 

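The transcript cluster of *Ren1* (10349922), which also carries the symbol *Ren2*, had a podocyte signal of 649 ± 165 (SD, n = 3) in arrays labelled mutant and 197 ± 54.0 (SD, n = 3) in wild type arrays, a log2 fold change of 1.73 (standard error 0.27, adjusted p = 0.118 from limma). It passed both screens, every mutant array lay above every wild type array, and the log2 fold change stayed between 1.48 and 1.95 with each array left out in turn. Of 6 other juxtaglomerular and smooth muscle markers, 5 also had a higher mean in mutant podocyte arrays. *Prss23* and *Ren1* both passed when adjusted over the list of 2 alone, which is not independent evidence, and 1 of them did over all genes.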

The significance of this is uncertain, but it is interesting to note that cells of the renin lineage have been previously reported to serve as podocyte progenitors during glomerular disease [37]. Our expression data could therefore be interpreted as supporting such a renin expressing precursor-podocyte relationship.

As observed for the mesangial cells, the RNA-seq analysis (FC > 2) of the podocytes also identified more genes with stronger differential expression than seen by microarray, with 919 genes up-regulated (Additional file 8: Table S8) and 760 down-regulated (Additional file 9: Table S9) in mutants.

Functional enrichment gene ontology analysis identified many interesting molecular functions and biological processes up-regulated in the mutant podocytes (Additional file 10: Table S10). Some of the most interesting were: response to cytokine (55 genes), extracellular matrix organization (32 genes), response to interferon (15 genes), muscle development (21 genes), vascular development (46 genes) and positive regulation of cell motility (28 genes) (Fig. 4). The mutant podocytes also showed a striking up-regulation of 49 genes associated with programmed cell death, including *Bak1* (Bcl2 antagonist/killer1), *Apaf1* (apoptotic peptidase activating factor 1), *Bok* (*Bcl2*-related ovarian killer protein), *Bcl2l11* (*Bcl2*-like 11 (apoptosis facilitator), *Moap1* (modulator of apoptosis 1), *Pawr* (PRKC, apoptosis, *Wt1*, regulator), *Pcdc2* (Programmed Cell Death 2), *Perp* (TP53 apoptosis effector) and many others, strongly suggesting an apoptotic response in the podocytes.

**Fig. 4:**
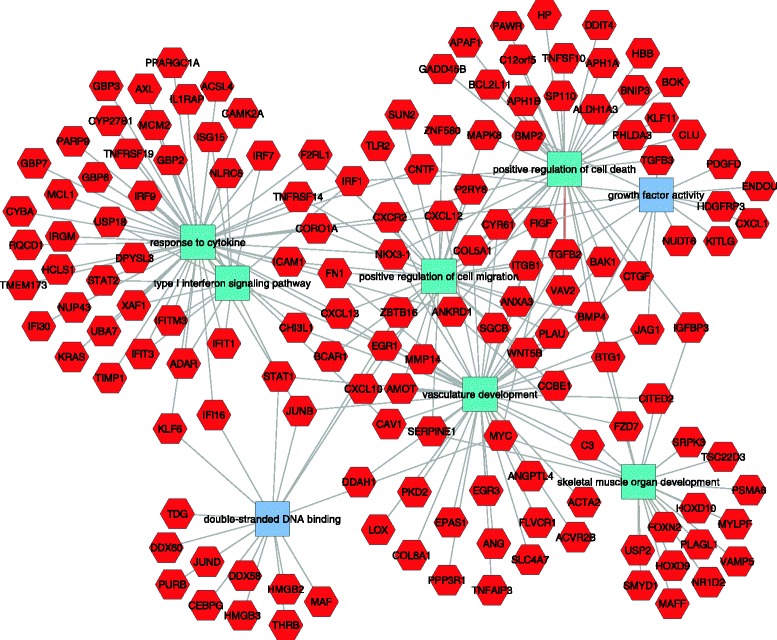
Functional analysis of genes upregulated in mutant podocytes. Genes are red hexagons and molecular functions and biological processes are rectangles. Differential expression was defined by RNA-seq. Key functional categories include positive regulation of cell death, vasculature development, muscle development and response to cytokines

Other up-regulated genes of interest included six *Klf* transcription factor genes (*6,9,10,11,15,16*), fibronectin and five collagen genes (*12a1*, *5a1*, *5a3*, *6a1*, *8a1*). There was also a strong upregulation of *Tgfβ2*, *Tgfβ3*, tenascin c and nidogen.

A number of interesting genes were also down regulated in the mutant podocytes. Microarrays identified 311 annotated down regulated genes (P < 0.05, FC > 1.5), of which 75 % were validated by RNA-seq (Additional file 11: Table S11). 

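In podocyte arrays labelled mutant 526 transcript clusters were called lower by the low stringency screen, 512 of them with a gene symbol. The genotypes did not overlap in 441 of them. By limma with adjustment, 1 of the 526 had an adjusted p under 0.05. Of all tested transcript clusters 7 did, in either direction, and 344 without mutant array A, beside 0 to 2 with each other array left out, and 837 with all 18 arrays in 1 fit. All 333 transcript clusters in the paper's Table S11 were lower here and 310 passed, with an r of 0.97 between the fold changes. Without mutant array A the number called lower rose to 1028. Of the 526, 135 had a signal at least 2-fold higher in wild type endothelial than in wild type podocyte arrays, and all 15 endothelial marker genes at detectable signal were lower in mutant podocyte arrays. With the mean of the endothelial marker genes in each array as a covariate the screen called 653 transcript clusters higher, which is 64.7% of its calls against 22.5% without it. As that mean differs between genotypes, the fit cannot fully separate it from genotype.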

RNA-seq, in turn, identified 760 down-regulated genes (Additional file 9: Table S9). Five keratin genes are expressed in podocytes and all were down regulated in the mutants. Keratins are fibrous proteins that provide strength and resilience to epithelial cells and their reduced expression likely reflects a dramatically altered character of the mutant podocytes. In addition several integrins were down regulated and *Myosin1d*, which showed very strong expression in wild type podocytes was reduced in expression in mutants by about three fold.

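The paper's text names no single integrin for podocytes, and the 7 integrin genes read here are those that its Tables S9 (RNA-seq) and S11 (these arrays) list as lower in mutant podocytes. All 7 had lower mean array signals in arrays labelled mutant, and the 5 in Table S11 passed the low stringency screen. These were *Itga4* at -1.75 (adjusted p = 0.167) on the log2 scale, *Itga8* at -1.55 (adjusted p = 0.277), *Itga6* at -1.25 (adjusted p = 0.177), *Itgb8* at -1.02 (adjusted p = 0.173) and *Itga2* at -0.75 (adjusted p = 0.259). *Itga3* at -0.40 (adjusted p = 0.372) and *Itgb5* at -0.34 (adjusted p = 0.33) did not pass. Over all genes tested 0 had an adjusted p under 0.05, beside 5 at an unadjusted p and the fold change, and 6 did when adjusted over the list alone, which is not independent evidence since Table S11 comes from these arrays. The same holds for camera, which called the list lower (adjusted p = 7.4e-05), fry (0.0657) and an estimated correlation (0.257) did not. With the endothelial marker signal of each array in the model, *Itga2*, *Itga6* and *Itga8* reversed their direction, *Itga2* only slightly. That signal is itself lower in mutant arrays, so this fit cannot fully separate it from genotype. *Myo1d* (transcript cluster 10389022) had a signal of 1487 ± 301 (SD, n = 3) in mutant arrays and 2298 ± 157.1 (SD, n = 3) in wild type arrays, a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.196 from limma), and passed the screen together with the gene's second transcript cluster, at -0.70.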

Several growth factors showed reduced expression in mutant podocytes. Pleiotrophin (*Ptn*) showed extremely strong expression in wild type (RPKM of 133) compared to mutant (RPKM of 33). Pleiotrophin has been implicated in driving neurite outgrowth, which is interesting considering the neurite like projections of the podocytes. *Egf*, *Bmp6* and *Nenf* (neuron derived neurotrophic factor) also showed reduced expression in mutants.

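On the arrays *Egf* (transcript cluster 10502105) had a podocyte signal of 171 ± 15.7 (SD, n = 3) in arrays labelled mutant and 375.5 ± 89.4 (SD, n = 3) in wild type arrays, a log2 fold change of -1.10 (standard error 0.20, adjusted p = 0.135 from limma), and passed the low stringency screen. *Bmp6* had a log2 fold change of -0.02 (adjusted p = 0.955) and *Nenf* of 0.09 (adjusted p = 0.855), both smaller than the spread between arrays. The direction of both changed in some fits with 1 array left out. *Egf*, *Bmp6*, *Nenf*, *Ptn* and *Myo1d* were tested as a list. Over all genes tested 0 of them, and 2 when adjusted over the list alone, had an adjusted p under 0.05, and camera gave 0.0558, fry 0.049 and an estimated correlation 0.257.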

### Endothelial cells

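Endothelial cells of mice 5 weeks of age, sorted for GFP from *Tie2-GFP* mice, a reporter of endothelial cells, gave 3 arrays labelled mutant and 3 labelled wild type, made and deposited like those of the other two cell types. The genotypes were compared over the 11330 transcript clusters with a signal of at least 100 in at least 1 of these arrays. The correlation r between mutant arrays was 0.990 to 0.991 across all transcript clusters, between wild type arrays 0.988 to 0.992, and its median between genotypes was 0.985. *Cd2ap* had a signal of 926 ± 37.5 (SD, n = 3) in arrays labelled mutant and 819 ± 53.9 (SD, n = 3) in wild type arrays, a log2 fold change of 0.18 (standard error 0.09, adjusted p = 0.336 from limma). As its mean was no lower, every direction of change rests on the arrays' labels. By their signals of *Xist* and of Y-linked genes, mutant arrays A and B, with low *Xist* and high Y-linked signals, differ from the other 4 arrays.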

The third major cell type of the glomerulus, the endothelial cell, also plays a major role in FSGS disease progression, through the production of growth factors and cytokines, as well as the recruitment of macrophages and leukocytes. A low stringency microarray screen (P < 0.05, FC > 1.5) found 217 genes up-regulated in the *Cd2ap* mutant endothelial cells (Additional file 12: Table S12). 

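In endothelial arrays labelled mutant 335 transcript clusters were called higher by the low stringency screen, 328 of them with a gene symbol. The genotypes did not overlap in 288 of them, beside 25.1% of all tested transcript clusters in either direction. By limma with adjustment 119 of the 335 had an adjusted p under 0.05. At an unadjusted p under 0.05 were 2097 transcript clusters of either direction, where chance gives 566. All 217 transcript clusters in the paper's Table S12 were higher here and 201 passed, with an r of 0.97 between the fold changes.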

All but five of the 211 annotated genes in this list were validated with the independent RNA-seq analysis. 

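The low stringency screen called 98 transcript clusters lower in endothelial arrays labelled mutant, 74 with a gene symbol. In 79 of them the genotypes did not overlap, and 9 had an adjusted p under 0.05 from limma. All 39 transcript clusters in the paper's Table S13 were lower and 36 passed, with an r of 0.95 between the fold changes. The number rose to 155 without mutant array B and to 167 without wild type array A. The largest decreases with a symbol and no overlap were those of *Gm9912* at -1.56 (adjusted p = 0.151) on the log2 scale, *Gm10287* at -1.46 (adjusted p = 0.156), *Gm14207* at -1.43 (adjusted p = 0.0842), *Adamts5* at -1.29 (adjusted p = 0.054) and *Dpp4* at -1.28 (adjusted p = 0.132).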

Microarrays identified a smaller number of down-regulated genes, 39, with all but four validated by RNA-seq (Additional file 13: Table S13). A more stringent screen of the microarray data (raw signal > 500, P < 0.05, FC > 2) identified 23 genes with the strongest microarray/RNA-seq cross-validated changes in expression (Fig. 5).

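From 2592 endothelial transcript clusters that reached a signal of 500, the stringent screen called 47 higher and 9 lower in arrays labelled mutant, of which 34 and 2 had an adjusted p under 0.05. All 21 genes shown as higher in Fig. 5 passed the low stringency screen and 19 the stringent one. The exceptions were *Gpihbp1* and *H2-Q6*, whose changes stayed under 2-fold, for *H2-Q6* in its transcript cluster of highest signal. A second transcript cluster of *H2-Q6* was at 1.66 on the log2 scale and was also called higher at low stringency. Of the 21, 19 had an adjusted p under 0.05. The 2 genes shown as lower passed both screens, *Adamts5* at -1.29 (adjusted p = 0.054) on the log2 scale and *Cd36* at -1.05 (adjusted p = 0.131). Adjusted over the list alone, 21 and 2 passed, which is not independent evidence. The largest increases without overlap were those of *I830012O16Rik* at 2.81 (adjusted p = 0.00211), *Irf7* at 2.50 (adjusted p = 7.5e-05), *Ifit3* at 2.36 (adjusted p = 0.00112) and *Gm12250* at 2.18 (adjusted p = 0.00325).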

**Fig. 5:**
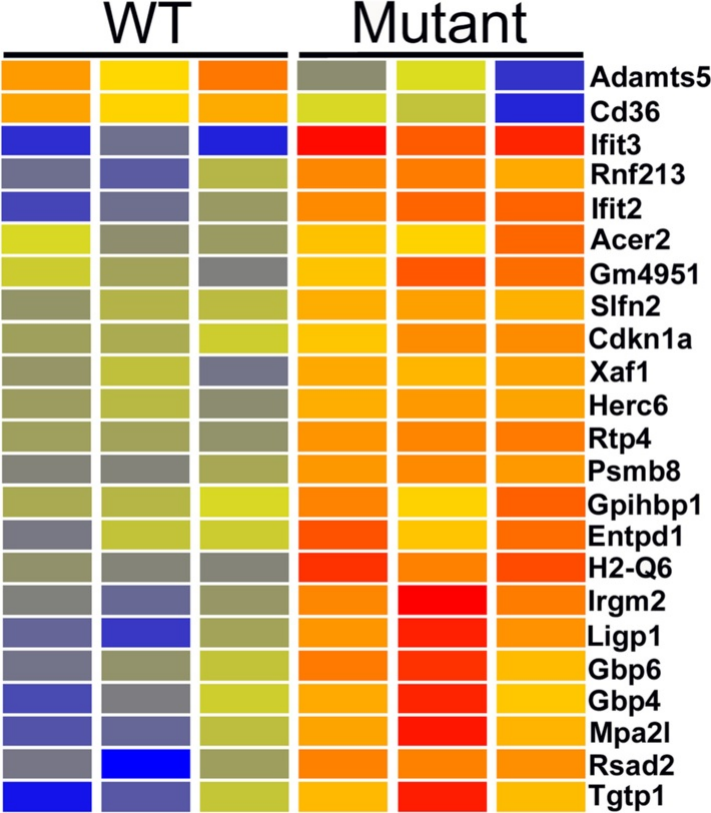
Heatmap of genes showing microarray based differential expression in *Cd2ap* ^−/−^ mutant endothelial cells. Genes were filtered for moderate to high expression (raw signal > 500) and Fold Change > 2. Red is high expression, blue is low expression and yellow is intermediate. Differential expression was validated for all of these genes by independent RNA-seq analysis

Once again RNA-seq found many more genes with altered expression. With a moderate stringency screen (RPMK > 3, P < 0.05, FC > 2), there were 355 up-regulated (Additional file 14: Table S14) and 348 down-regulated genes in the *Cd2ap* mutant endothelial cells (Additional file 15: Table S15). A ToppGene functional enrichment analysis found many of the up-regulated genes were related to response to cytokines and interferons (Additional file 16: Table S16). These included the interferon inducible *Ifit1*,*2*,*3 ifih1*, *ifi27, 35, 44, 47*,*204*, *Iigp1*, *Isg20*, *Stat1,2*, *Oas1a, 1b l2, H2-Abl* and the GTPases *Gbp2,3,4,5,6,7,8* and *9*.

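The genes of this response were listed from RNA-seq, and the values here are those of the arrays of the same cell type. Of the 25 genes named, 23 have a transcript cluster under their symbol, and *Ifi27* and *Gbp7* were not found among the symbols. All 23 were higher in endothelial arrays labelled mutant and passed the low stringency screen. Over all genes tested 22 had an adjusted p under 0.05, without *Gbp9* at 0.81 (adjusted p = 0.13) on the log2 scale, and 23 did when adjusted over the list alone, which is not independent evidence since the study chose the list on these cells. Of the 23, 10 also passed the stringent screen. Their median log2 fold change was 1.46, from 0.70 to 2.36. *Ifit3* (transcript cluster 10462618) had a signal of 1871 ± 301 (SD, n = 3) in mutant arrays and 364 ± 62.9 (SD, n = 3) in wild type arrays, a log2 fold change of 2.36 (standard error 0.16, adjusted p = 0.00112 from limma). *Ifit1* (transcript cluster 10462623) had 436 ± 30.1 (SD, n = 3) in mutant arrays and 100.0 ± 12.0 (SD, n = 3) in wild type arrays, a log2 fold change of 2.13 (standard error 0.12, adjusted p = 0.000536 from limma). *H2-Ab1* had 407 ± 97.6 (SD, n = 3) in mutant arrays and 91.9 ± 4.70 (SD, n = 3) in wild type arrays, a log2 fold change of 2.12 (standard error 0.16, adjusted p = 0.00173 from limma). As a set the genes were higher by camera (adjusted p = 2.1e-28), fry (8.37e-04) and an estimated correlation (0.0432). Leukocytes in the sorts and a response of the endothelial cells could not be told apart for this set. From a functional enrichment analysis of the genes raised in RNA-seq, the paper states that many of them belong to responses to cytokines and interferons.

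**Figure D4:**
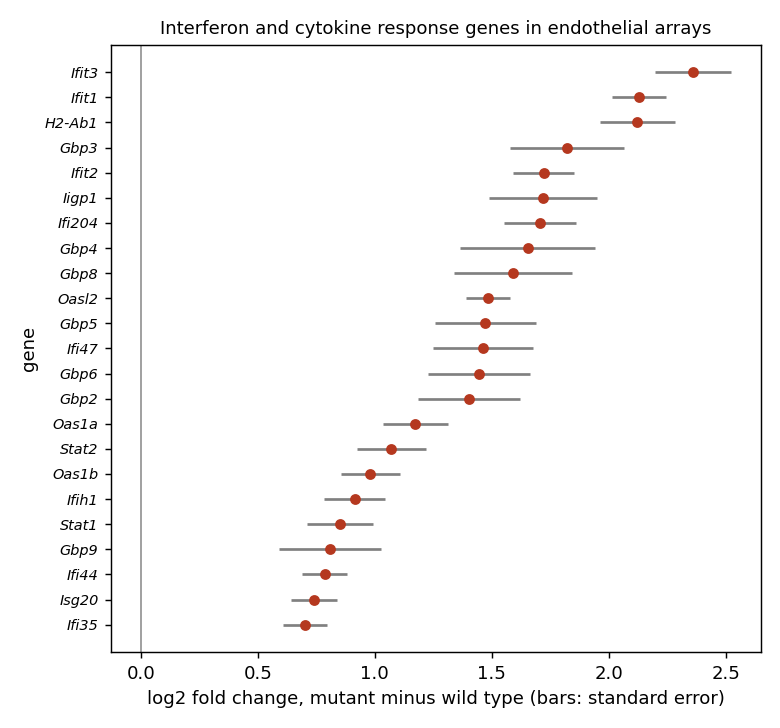
Log2 fold change (mutant minus wild type) of 23 interferon and cytokine response genes in endothelial arrays, as points with the standard error from limma (3 arrays per genotype). All 23 lie above 0, from *Ifi35* at 0.70 to *Ifit3* at 2.36.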

The potent vasoconstrictor endothelin was strongly up-regulated, with its RPKM moving from 9 in wild type to 68 in mutant endothelial cells. In addition several growth factor encoding genes were strongly up-regulated, including *Bmp4* (RPKM 7.4 in WT and 38 in mutant), *Inhbb* (RPKM 0.03 WT and 3.0 mutant), *Mdk* (RPKM 2.2 WT and 6.6 mutant), *Pdgfa* (RPKM 8.5 WT and 17 mutant), *Pdgfb* (RPKM 38 WT and 75 mutant), *Cxcl10* (RPKM 2 WT and 6.6 mutant), *Cxcl12* (RPKM 1.1 WT and 5 mutant), *Igf2* (RPKM 5.5 WT and 19 mutant), *Ctgf* (RPKM 8 WT and 32 mutant) and *Il15* (RPKM 1.5 WT and 3.7 mutant).

*Vcam1* and *Sele* were also up-regulated. These genes encode cell surface molecules that mediate adhesion of lymphocytes, monocytes, eosinophils and basophils to endothelium. Also of interest, fibronectin was up-regulated eight fold. 

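*Vcam1* (transcript cluster 10501608) had an endothelial signal of 185 ± 25.4 (SD, n = 3) in arrays labelled mutant and 120.2 ± 51.5 (SD, n = 3) in wild type arrays, a log2 fold change of 0.69 (standard error 0.26, adjusted p = 0.226 from limma). *Sele* (transcript cluster 10351182) had 769 ± 455 (SD, n = 3) in mutant arrays and 373.9 ± 85.1 (SD, n = 3) in wild type arrays, a log2 fold change of 0.90 (standard error 0.38, adjusted p = 0.265 from limma). Both passed the low stringency screen at its unadjusted p, the genotypes overlapped in single arrays, and neither passed over all genes tested after adjustment.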

A cytoscape showing some of the up-regulated genes and associated functions is shown in Fig. 6.

**Fig. 6:**
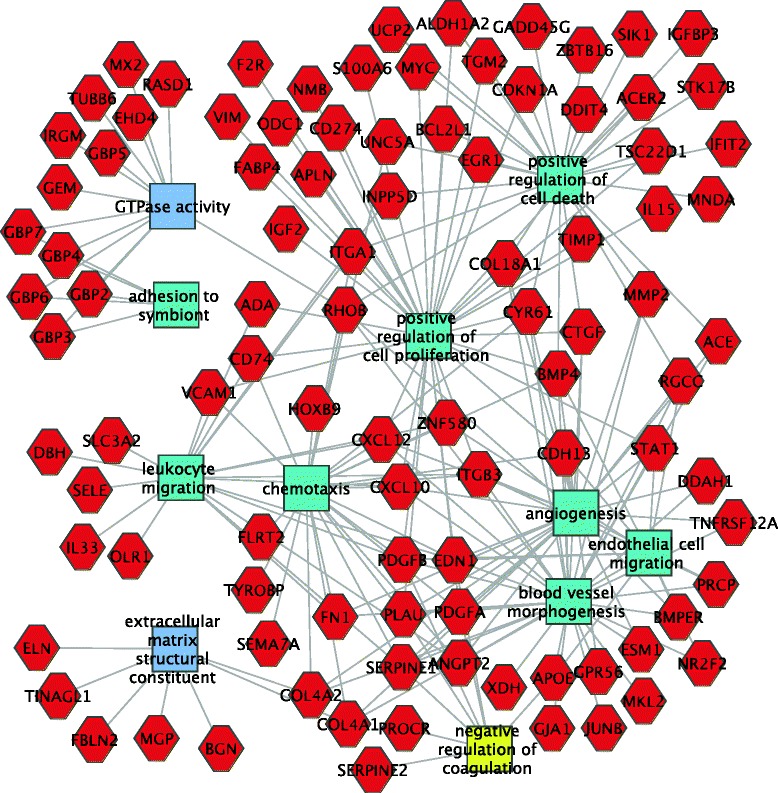
Functional analysis of genes upregulated in mutant endothelial cells. Genes are red hexagons and molecular functions and biological processes are rectangles. Differential expression was defined by RNA-seq. Key functional categories include positive regulation of cell death, positive regulation of cell proliferation, leukocyte migration, GTPase activity and chemotaxis

Functional enrichment analysis of genes down-regulated in mutant endothelial cells found, similar to that observed for mesangial cells, severe down-regulation of genes involved in sterol/cholesterol biosynthesis (Additional file 17: Table S17). It is also interesting to note that eight genes (*Nedd4l*, *Chrm3*, *Dmpk*, *Prkg*1, *Calca*, *Gstm2*, *Ppp1r12b*, *Pln*) involved in the regulation of muscle contraction were down-regulated.

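On the arrays, 7 of these 8 genes had an endothelial signal of at least 100, and *Calca* did not. All 7 had lower means in arrays labelled mutant, and 1, *Chrm3*, passed the low stringency screen, at -0.81 (adjusted p = 0.218) on the log2 scale. The others ranged from -0.37 to -0.17. Over all genes tested 0 had an adjusted p under 0.05, and 1 did when adjusted over the list alone, which is not independent evidence. The list was lower by camera (adjusted p = 4.53e-04) and fry (0.0448), not with an estimated correlation (0.0856).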

### Additional validations

The primary validations for this study are in the form of dual global analysis of gene expression profiles with two distinct technologies, microarray and RNA-seq. We observed that typically over 90 % of genes called differently expressed with microarray, even with a low stringency screen of the data (FC > 1.5), were independently confirmed with RNA-seq. The reverse was not true, however, as many of the gene expression differences seen with RNA-seq were not detected by microarray. 

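Of the genes in the paper's RNA-seq Tables S8 and S9, 871 and 714 are on the array. In podocyte arrays 26.1% and 32.2% of them stayed below a signal of 100. Among the rest, 64.9% of the genes of Table S8 were higher and 74.0% of those of Table S9 were lower in arrays labelled mutant, and 81 and 96 passed the low stringency screen in the direction of the table. A further 7 of Table S8 passed in the opposite direction. In endothelial arrays, 333 and 297 genes of Tables S14 and S15 are represented, 17.4% and 36.0% of them below 100. Among the rest 264 of 275 and 176 of 190 changed in the direction of the table, and 165 and 35 passed the screen. Of the genes that did not pass, those below 100 made up 28.7% and 37.2% in podocytes and 34.5% and 40.8% in endothelial cells.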

The double validated gene lists are therefore the most firm, while the much larger RNA-seq gene lists are the most inclusive.

We selected a few genes to further validate, using immunostain to monitor levels of the encoded proteins. Expression for Frem1 was elevated, while Lmxb1 was reduced in mutant podocytes. Thsb1 showed higher expression levels in the mutant mesangial cells (Fig. 7).

**Fig. 7:**
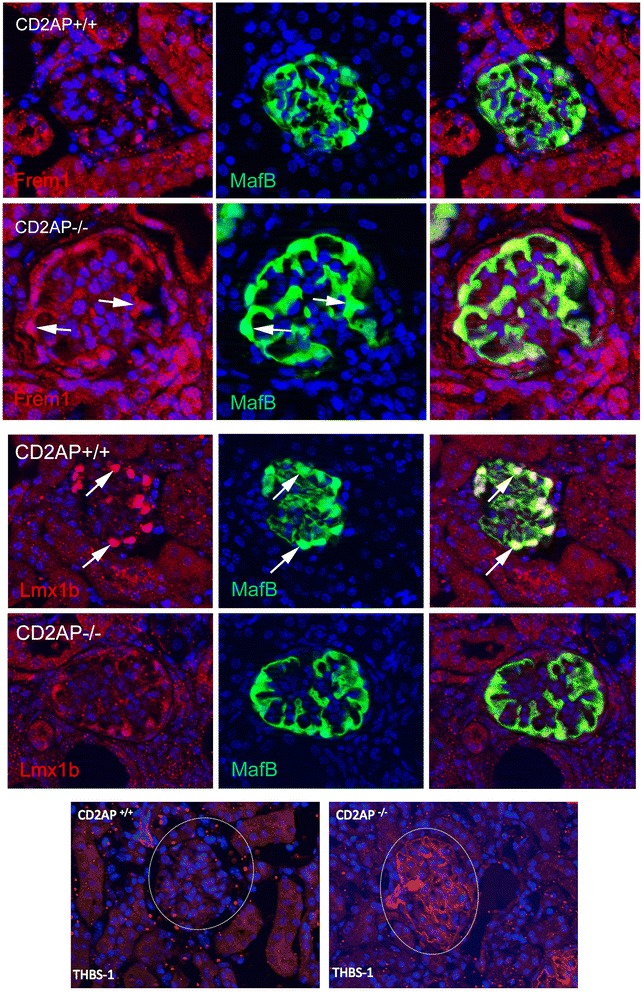
Immunostain validations of differential expression. Top panels show elevated expression of Frem1 in podocytes (MafB positive) cells of the glomerulus. Arrows show two cells with higher Frem1 levels in mutants. Middle panels show elevated expression of Lmx1b in wildtype podocytes. Arrows mark two cells with increased Lmx1b expression. Bottom panels show elevated expression of thrombospondin (Thsb1) in mutant mesangial cells

## Conclusions

In this study we defined the changing properties of the three major cell types of the glomerulus in *Cd2ap*^−/−^ mutant mice. For each major cell type we observed both potentially pathogenic as well as protective shifts in gene expression. The mesangial cells showed dramatic upregulation of a number of key genes, including nephropontin, *Vegf*, endothelin, *Gdf6*, thrombospondin, *Tgfβ2* and *Tgfb3*. There was also strong upregulation of *Aldh1a2*, involved in retinoic acid synthesis and likely providing some disease protection. Similarly, the elevated expression of decorin, an antagonist of Tgfbeta, is probably protective. It was also interesting that the mesangial cells were observed to express significant levels of *Wt1*, with RPKM of about 30 in wild type. This is about one tenth of the very high expression level observed in podocytes, explaining why immunostains and *in situ* hybridizations generally define *Wt1* expression as podoctye specific.

In the podocytes we observed strong upregulation of the protease Prss23, but not the previously reported Cathepsin L [36]. Functional enrichment gene ontology analysis showed a number of pathways with strongly associated gene upregulation, including muscle development, vascular development, positive regulation of cell motility and programmed cell death. In addition all five keratin genes normally expressed in podocytes were strongly down-regulated, likely reflecting a dramatically altered podocyte character in the mutants. The growth factor pleiotrophin, which has been implicated in driving neurite outgrowth, also showed much lower expression in mutants.

The endothelial cells showed a number of interesting gene expression changes, including upregulation of the vasoconstrictor endothelin (also upregulated in mesangial cells), Bmp4, Midkine (which promotes angiogenesis) and many genes related to response to cytokines and interferons. *Vcam1* (vascular cell adhesion molecule 1) and *Sele*, which mediate leukocyte adhesion, were also upregulated.

In summary, this study provides a global RNA-seq analysis of the changing properties of the three major cell types of the glomerulus in the *Cd2ap* mutant mouse, identifying activated and repressed pathways and responsible genes. Because *Cd2ap* mutations have been associated with nephrotic syndrome and FSGS in humans [3, 5], the results of this study translate to a deeper molecular understanding of this genetic disease.

## Additional files

Additional file 1: Table S1. Microarray defined genes upregulated in *Cd2ap* mutant mesangial cells. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, gene description, RNA-seq validation with P < 0.05, RNA seq validation fold change and transcript cluster ID. Additional file 2: Table S2. Microarray defined genes higher in wild type mesangial cells compared to *Cd2ap* mutant. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, gene description, RNA-seq validation with P < 0.05, RNA seq validation fold change and transcript cluster ID. Additional file 3: Table S3. RNA-seq defined genes upregulated in *Cd2ap* mutant mesangial cells. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end. Additional file 4: Table S4. RNA-seq defined genes higher in wild type mesangial cells compared to *Cd2ap* mutant. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end. Additional file 5: Table S5. Functional enrichment analysis of genes with higher expression in *Cd2ap* mutant mesangial cells. Columns show functional category (molecular function or biological process), name of function, uncorrected P-value, FDR Benjamini and Hochberg corrected P value, Hit count in gene list, Hit count in genome, Genes with hit in gene list. Additional file 6: Table S6. Functional enrichment analysis of genes with higher expression in wild type mesangial cells. Columns show functional category (molecular function or biological process), name of function, uncorrected P-value, FDR Benjamini and Hochberg corrected P value, Hit count in gene list, Hit count in genome, Genes with hit in gene list. Note much lower P values compared to genes upregulated in mutant mesangial cells. Additional file 7: Table S7. Microarray defined genes upregulated in *Cd2ap* mutant podocytes cells. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, gene description, RNA seq validation fold change and transcript cluster ID. Additional file 8: Table S8. RNA-seq defined genes upregulated in *Cd2ap* mutant podocytes. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end, gene description. Additional file 9: Table S9. RNA-seq defined genes higher in wild type podocytes compared to *Cd2ap* mutant. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end, gene description. Additional file 10: Table S10. Functional enrichment analysis of genes with higher expression in *Cd2ap* mutant podocytes. Columns show functional category (molecular function or biological process), name of function, uncorrected P-value, FDR Benjamini and Hochberg corrected P value, Hit count in gene list, Hit count in genome, Genes with hit in gene list. Additional file 11: Table S11. Microarray defined genes higher in wild type podocytes compared to *Cd2ap* mutant. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, gene description, RNA seq validation fold change and transcript cluster ID. Additional file 12: Table S12. Microarray defined genes upregulated in *Cd2ap* mutant endothelial cells. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, RNA seq validation fold change and transcript cluster ID. Additional file 13: Table S13. Microarray defined genes upregulated in *Cd2ap* wild type endothelial cells compared to *Cd2ap* mutants. Filtered for fold change > 1.5 and raw signal > 100. Columns show gene symbol, fold change, gene description, RNA seq validation fold change and transcript cluster ID. Additional file 14: Table S14. RNA-seq defined genes upregulated in *Cd2ap* mutant endothelial cells. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end. And gene description. Additional file 15: Table S15. RNA-seq defined genes higher in wild type endothelial cells compared to *Cd2ap* mutant. Fold change > 2.0. Columns show gene symbol, fold change, Gene ID, RPKM in mutant, RPKM in wild type and gene position as determined by chromosome, start and end, gene description. Additional file 16: Table S16. Functional enrichment analysis of genes with higher expression in *Cd2ap* mutant endothelial cells. Columns show functional category (molecular function or biological process), name of function, uncorrected P-value, FDR Benjamini and Hochberg corrected P value, Hit count in gene list, Hit count in genome, Genes with hit in gene list. Additional file 17: Table S17. Functional enrichment analysis of genes with higher expression in wild type endothelial cells compared to *Cd2ap* mutant. Columns show functional category (molecular function or biological process), name of function, uncorrected *P*-value, FDR Benjamini and Hochberg corrected P value, Hit count in gene list, Hit count in genome, Genes with hit in gene list.

## Abbreviations

FSGS: Focal segmental glomerulosclerosis
FACS: Fluorescent activated cell sorting
GFP: Green fluorescent protein
RPKM: Reads per kilobase per million reads
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

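The deposited table holds the signals of 18 Affymetrix Mouse Gene ST arrays, 3 for each of 6 groups: mesangial cells, podocytes and endothelial cells, sorted by FACS from glomeruli of *Cd2ap* mutant and wild type mice at 5 weeks of age. The table carries 28856 transcript clusters, of which 25254 have a gene symbol and 2815 carry more than 1 symbol. The authors deposited the values in 2 forms. The form used here holds intensity values on a linear scale that, by the sample records, the authors made by RMA, with background correction, quantile normalization and summary over probes, before they deposited them. In the second form each value is the log2 of that signal minus the median of its transcript cluster over the 18 arrays, so both come from the same RMA values. The 18 columns of the second form were not used further. The paper's methods name GeneSpring for the array analysis, and the sample records name RMA from Expression Console. The series record names Exon ST arrays and GeneBASE instead, which the file header and the methods do not, so the origin of the values rests on the header and the sample records. The RNA-seq of the study was not analysed here.

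Each array was assigned to its cell type and genotype by its deposited labels. Within a group the arrays are called A, B and C in the order of the columns, which says nothing beyond their identity. *Cd2ap* was read as a check of the labels and was not lower in endothelial arrays labelled mutant, so directions of change rest on the labels. The mesangial control columns are marked with a plus and a minus sign and the others with a pair of plus signs, and all are treated as wild type, as the sample records have them.

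The median signal of an array lay between 62.8 and 71.6, the lowest signal was 19.6 and the highest 6689. Between 9697 and 10097 transcript clusters per array had a signal of at least 100. The largest gap between the medians of 2 arrays was 0.19 on the log2 scale. With 3 arrays per group, the number of arrays limits the precision of every value.

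Genotypes were compared within each cell type, mutant minus wild type, with lmFit and eBayes of limma 3.58.1 in R 4.3.3 on log2 signals, without covariates. Transcript clusters entered a comparison when their signal was at least 100 in at least 1 of its 6 arrays. The low stringency screen takes an unadjusted p under 0.05 and a fold change over 1.5. The stringent screen takes the same p, a fold change over 2 and a signal of at least 500 in at least 1 of the 6 arrays. These are the thresholds of the paper's methods and results. The paper's text does not name the number of arrays in which the minimum must be reached, and the form it gives for RNA-seq, at least 1 sample, was used. Benjamini-Hochberg adjusted p values over all transcript clusters of a comparison are given beside the screens. Fold changes of single genes carry the standard error of the fit, and group means the SD over 3 arrays.

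Differences in the genotype effect between cell types were tested as interaction contrasts in a limma fit over all 18 arrays and 13523 transcript clusters. Lists of genes that the paper names or labels in Figs 1, 3 and 5, and marker lists of podocytes, endothelial cells, mesangial cells, juxtaglomerular and smooth muscle cells, leukocytes, tubules, erythroid cells, sex-linked genes and proliferation, were tested with camera at its preset correlation, with adjustment over 41 tests, and again with fry and with an estimated correlation. A glucocorticoid-responsive list and 2 groups of clock genes were added later and adjusted over 9 tests. Pearson's r between arrays was computed over log2 signals. Chromosomes and positions came from a RefSeq table, in which 96.3% of the transcript clusters with a symbol were found.

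Named genes are *Cd2ap*, the genes the paper names for a change or level or labels in Figs 1, 3 and 5, and for each cell type the 5 largest increases and the 5 largest decreases among low stringency calls with a symbol in which every mutant array lay beyond every wild type array. The paper's text names no single integrin for podocytes, and those that its Tables S9 and S11 list as lower in mutant podocytes were taken. Genes of the marker lists are named where those lists were tested. A gene with several transcript clusters is represented by the one with the highest mean signal over the 18 arrays. Some genes that fall under this rule are not reported here. Genes outside this rule were chosen after their values were seen, and this is said where they are named.

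The thresholds, the test, the lists named by the paper, the marker lists, the rule for named genes and the alternatives were set before the data were examined, apart from those named as chosen later. The alternatives were the signal minimum in all 3 arrays of at least 1 genotype or no minimum, all 18 arrays in 1 fit, Benjamini-Hochberg adjustment, eBayes with an intensity trend and robust estimation, subtraction of array medians, quantile normalization of the 6 arrays, array weights, 1 transcript cluster per gene symbol, exclusion of chromosomes X and Y and of the 10 Mb on each side of *Cd2ap*, the endothelial marker mean as a covariate in podocytes, and each array left out in turn. Added after the data were seen were the signal minimum in all 6 arrays, the minimum on the higher group mean, and a stringent screen fitted on its own transcript clusters alone.

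The comparison was tested on simulated data with the arrays' own spread and 200 changed transcript clusters. The low stringency screen called 98.0% of them in the right direction in mesangial cells, 93.5% in podocytes and 99.0% in endothelial cells, 0 in the wrong direction, and 0.835%, 1.23% and 0.602% of the unchanged ones. An adjusted p under 0.05 was reached by 89.0%, 74.0% and 93.0% of the changed ones. Noise was drawn for each transcript cluster independently, and the planted changes all exceeded the fold change of the low stringency screen. In the real arrays sets of genes moved together, such as endothelial genes in podocyte arrays. The simulation therefore checks the code and cannot give the share of right or wrong calls on the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.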

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

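The tests on other cell types in the podocyte sorts, on normalization, on wild type mesangial array C, on sex and on the time of day were chosen only after the result was seen, as were the 4-fold gene sets, the clock genes and the *Xist* comparison, as were the splits for the glucocorticoid and clock lists, while the tests with random genotype labels for the interactions, the chromosomal segment and the glucocorticoid list were set before their results were seen. Genes named here outside the rule for named genes were chosen after their values were seen.

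The effect of genotype differed between podocytes and mesangial cells for 97 of 13523 transcript clusters (interaction in limma, adjusted p under 0.05), with the mutant minus wild type difference larger in podocytes for 28 and smaller for 69. Between endothelial and mesangial cells it differed for 145, larger in endothelial cells for 96 and smaller for 49. Between endothelial cells and podocytes it differed for 285, larger in endothelial cells for 251 and smaller for 34. At an unadjusted p under 0.05 the numbers were 1616, 2146 and 3166. Random genotype labels within each cell type gave as many transcript clusters in 7 of 100 draws for podocytes against mesangial cells, so chance cannot be excluded there. As many came in 2 of 100 draws for endothelial against mesangial cells and in 1 of 100 for endothelial cells against podocytes. These shares include the real labels, and the largest numbers in another draw were 262 and 196. Random labels also remove a genotype effect that the cell types share. The draws thus argue only against chance without any genotype effect, and cannot decide whether the effect differs between cell types. Leaving out each array in turn moved the first number by over 1.5 times to 62 without mutant endothelial array B, 64 without mutant endothelial array C, 64 without wild type endothelial array C, 44 without mutant mesangial array B, 57 without wild type mesangial array A, 57 without wild type mesangial array B, 166 without wild type mesangial array C, 423 without mutant podocyte array A, 63 without wild type podocyte array A, 48 without wild type podocyte array B, 51 without wild type podocyte array C. It moved the second to 85 without mutant endothelial array A, 86 without wild type endothelial array C, 251 without mutant podocyte array A, 237 without mutant podocyte array C. It moved the third to 30 without mutant endothelial array A, 162 without mutant endothelial array B, 87 without mutant endothelial array C, 61 without wild type endothelial array B, 32 without wild type endothelial array C, 1865 without mutant podocyte array A, 34 without wild type podocyte array A, 116 without wild type podocyte array B, 178 without wild type podocyte array C. Podocyte arrays enter the contrasts with a difference in endothelial genes between genotypes (96.3% of such genes lower in mutants), so a different share of other cells in the sorts may account for part of them. A different response of each cell type to the mutation stays open, since cell type and sort cannot be separated in this design.

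Some transcript clusters were called in opposite directions in a pair of cell types, with an interaction at an adjusted p under 0.05. Between podocytes and mesangial cells these were 4 of 5 opposite calls, *Sulf1*, *Ifngr1*, *Pde7b* and *Fgfr2*. Between endothelial and mesangial cells they were 6 of 15, *Rnf213*, *Entpd1*, *Ttc30b*, *Ehd4*, *Ucp2* and *Sema7a*, and the remaining 9 include *Xist* and 4 Y-linked clusters. For *Rnf213* the mesangial call rests on 1 of 12 tested transcript clusters, which ranged from -0.88 to 0.28. Its cluster of highest signal was at -0.25 and not called there. Between endothelial cells and podocytes they were 5 of 8, *Spats2l*, *Clec14a*, *Entpd1*, *Elf4* and a transcript cluster without a symbol. *Sulf1*, which the paper names as a podocyte marker, had the largest difference of the 4, with -2.99 on the log2 scale (adjusted p = 5.82e-04). It was higher in all 3 mutant than in all 3 wild type mesangial arrays, and in podocyte arrays it was at -1.47 (adjusted p = 0.135), lower in all 3. *Nphs1* stayed at or below 61.1 in mutant mesangial arrays. No technical explanation was tested for these genes beyond the random labels, and a response that depends on the cell type stays open.

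In 6 of the 18 arrays *Xist* was low and the Y-linked genes were high: mutant endothelial arrays A and B, wild type mesangial arrays B and C, mutant podocyte array B and wild type podocyte array A. In these *Xist* was at most 43.3 and *Ddx3y* at least 428.3, and in the other 12 *Xist* was at least 559.7 and *Ddx3y* at most 34.5. Exactly 1 of *Xist* and *Ddx3y* was high in 18 of 18 arrays, a pattern consistent with mice of different sex in unequal numbers per genotype, which the labels do not give. For the autosomal endothelial calls, the screen was run without mutant array C, the mutant array of high *Xist*, and without 1 wild type array, and the calls were read between these 2 arrays, which both have high *Xist*. With wild type arrays A, B and C left out in turn, 80.8% of 614, 89.1% of 440 and 89.2% of 381 kept their direction, where 49.6%, 56.5% and 55.5% are expected without a change. With mutant array A in place of C the shares were 80.6% to 93.3%, and with array B 78.1% to 86.3%. This argues against sex as the source of the autosomal endothelial calls as a set. For the autosomal mesangial calls, wild type array A, the wild type array of high *Xist*, was left out with mutant array A, B or C, and 89.5% of 627, 90.8% of 612 and 81.9% of 685 kept their direction between the 2 arrays, where 50.4%, 50.5% and 49.6% are expected without a change, which argues against sex there too. In podocyte arrays each genotype has 1 array of low *Xist*, and sex was not tested. An effect of the mutation on the sex-linked genes was not tested.

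Endothelial genes were lower in podocyte arrays labelled mutant. Genes specific to endothelial cells were chosen without the podocyte arrays, by a mean signal of at least 500 in mutant and in wild type endothelial arrays and at least 4-fold above both mesangial means. Of these 58, 100% were lower, with a median log2 fold change of -0.89, and 36 were called. The 8-fold set, which was defined first, holds 5 genes, all lower. The widest set, 4-fold above mutant mesangial arrays alone, holds 82, of which 79 (96.3%) were lower and 46 called. By the widest set, wild type podocyte arrays A, B and C carried 14.6%, 20.7% and 11.8% of the endothelial signal and mutant arrays A, B and C 8.10%, 0.324% and -1.64%. By the 8-fold set the shares were smaller, 4.71%, 7.08% and 5.07% in wild type and 3.17%, -0.38% and -0.71% in mutants, with mutant array A near the wild type arrays. These values are consistent with endothelial cells in the wild type podocyte sorts and fewer of them in the mutant sorts. Mesangial genes were lower too, 82.4% of 85 in the 4-fold set and 87.0% of 54 in the 8-fold set, but their shares overlap between genotypes (24.9% to 30.7% in wild type, 6.36% to 31.5% in mutants). Mesangial cells in the sorts and other sources of this part cannot be told apart, since mutant array A stands with the wild type arrays. The whole list is not accounted for by endothelial genes, since 48.3% of the 526 transcript clusters called lower were no higher in wild type endothelial than in wild type podocyte arrays. In all, 202 of the 526 (38.4%) were at least 2-fold higher in wild type endothelial or mesangial than in wild type podocyte arrays, against 6.45% of all tested. Normalization between arrays is argued against as the whole source of the excess of lower calls, since their ratio to higher calls was 1.97 with quantile normalization and larger with array medians subtracted. Quantile normalization gave 393 lower and 200 higher calls, against 526 and 153 without it, so normalization may account for part of the excess. Of the 16 endothelial markers tested as a list, 15 reach a mean of 100 in wild type podocyte arrays and 5 are named by the paper. A fall of these genes within podocytes, an effect of the mutation, was not tested and stays open.

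Wild type mesangial array C stood apart from the other two. Of 87 podocyte genes, chosen 4-fold above endothelial arrays and without the mesangial arrays, 77.0% were higher in it than in both others, and of 41 endothelial genes 97.6%, where 35.1% of all transcript clusters were. In the 8-fold sets the shares were 83.6% of 55 and 100% of 1, and in the widest endothelial set 86.4% of 125. *Nphs1* was at 167.6 in this array and *Kdr* at 935. These values are consistent with podocytes and endothelial cells in that sort. No biological explanation was tested, as the design names none for a single array. Without the array the mesangial low stringency screen called 255 higher and 338 lower transcript clusters, 192 and 278 of them among those called with it.

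Of the transcript clusters called in all 3 cell types in 1 direction, of which there were 14, those higher in mutants include *Fn1*, *Nr1d1*, *Fkbp5*, *Egr1*, *S100a6*, *Clca1*, *Bhlhe41*, *Nlrc5*, *Zbtb16* and both of *Prss23*, and those of *Hbegf* and *Serpini1* were lower. A segment of another mouse strain, carried along with the mutant allele of *Cd2ap*, could change the genes around it in every cell type. Of 54 transcript clusters that changed in 1 direction at an unadjusted p under 0.05 in all 3 cell types, 0 lie within 10 Mb of *Cd2ap*, where 169 of the 9178 tested do (Fisher's exact test, two-sided, p = 0.628), and the upper 95% limit of their share is 6.60%. This argues against the segment as the source of the pattern as a whole, though the count is too small to exclude a share below that limit. An effect of the mutation common to the cell types stays open.

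Among these 14, *Fkbp5* and *Zbtb16* respond to glucocorticoids. A list of 15 other glucocorticoid-responsive genes, drawn up after these calls were seen and before it was tested, was higher in mutants in all 3 cell types, with camera adjusted p values of 0.0022 in mesangial cells and 1.81e-04 in podocytes and endothelial cells, adjusted p values of 0.00309, 0.0482 and 0.0304 under fry, and median log2 fold changes of 0.17, 0.40 and 0.37. It was higher for 9 of 13, 10 of 12 and 11 of 11 genes. The list holds *Errfi1* and *Cdkn1a*, which the paper labels in Figs 1 and 5 from these arrays. Without them, a step chosen after the result was seen, the adjusted p values were 0.0167, 5.73e-04 and 0.00195. This is consistent with a higher glucocorticoid response in the mutant mice, but the labels name no such condition. *Nr1d1* is a clock gene, and the time of day of collection is another candidate explanation. Clock genes in the phase of *Nr1d1* had medians of 0.56 in mesangial and 0.58 in podocyte arrays and genes of the opposite phase -0.52 and -0.82, differences of 1.08 and 1.40, in line with collection at a different time of day. In endothelial arrays the difference was 0.64, with medians of 0.62 and -0.03 and an adjusted p of 0.248 for both groups, which does not decide. As many of the glucocorticoid and clock lists passed in 1 of 10 splits of the mesangial arrays, 1 of 10 of the podocyte arrays and 8 of 10 of the endothelial arrays, where both clock lists did not pass. For the glucocorticoid list on its own the real split gave the smallest p in each cell type, 1 of 10. Since 10 splits cannot give a share under 0.1, chance cannot be excluded within a single cell type. Over the 3 cell types together, 2 of 8000 combinations of splits (0.025%), the real one and its mirror image, moved the glucocorticoid list as far in 1 direction. The share was 1.75% for clock genes in the phase of *Nr1d1* and 2.20% for those of the opposite phase. These shares do not decide. The lists hold other genes, but they were prompted by *Fkbp5*, *Zbtb16* and *Nr1d1*, which these arrays had already called in all 3 cell types. Genes that move with these would separate the same split, so chance stays open over the 3 cell types too. *Per1* of the glucocorticoid list is itself a clock gene, so both explanations overlap. An effect of the mutation on these genes stays open.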

How the results depend on the processing

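The tests under fixed alternatives were set before the data were examined, apart from the signal minimum in all 6 arrays, the minimum on the higher group mean and the stringent screen fitted on its own transcript clusters, which were chosen only after the result was seen. The other deposited form of the values, the log2 signal minus the median of each transcript cluster, was not run, since it subtracts 1 constant per transcript cluster, leaves every genotype difference as it is and holds no signal for the minimum. No paired analysis was possible because the columns carry no replicate numbers that link arrays.

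In mesangial cells the screens called 238 higher and 357 lower transcript clusters at low and 34 and 26 at high stringency. Benjamini-Hochberg adjustment gave 101 and 151, and 20 higher at high stringency, as the threshold is stricter. The minimum in all 3 arrays of at least 1 genotype gave 17 higher at high stringency, no minimum 84 and 100, and the minimum in all 6 arrays 123 and 186, then 2 and 4, since fewer or more transcript clusters pass it. The other alternatives stayed within 1.5 times, as did each array left out. The number with an adjusted p under 0.05, without the fold change, was 335 and ranged from 50 to 304 with each array left out and from 258 (no minimum) to 729 (intensity trend and robust estimation) under the other alternatives.

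In podocytes the screens called 153 and 526, and 20 and 59. Adjustment gave 6 and 1, then 3 and 0. The minimum in all 3 arrays of at least 1 genotype gave 6 and 35 at high stringency, no minimum 35 and 129, and the minimum in all 6 arrays 71 and 278, then 1 and 0. With the endothelial marker mean as a covariate 653 were higher at low and 66 higher and 26 lower at high stringency. The cause was not tested. Of the low stringency calls, 68 of the 153 higher and 76 of the 526 lower were shared with that fit. Each array left out gave 436 to 1028 lower at low stringency (1028 without mutant array A) and 35 to 94 at high stringency (94 without mutant array A, 35 without mutant array C). The number with an adjusted p under 0.05 was 7, and 344 without mutant array A and 0 to 2 with each other array left out. It was 837 with all 18 arrays in 1 fit and 0 to 9 under the other alternatives.

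In endothelial cells the screens called 335 and 98, and 47 and 9. Adjustment gave 119 and 9, and 2 lower at high stringency. The minimum in all 3 arrays of at least 1 genotype gave 26 and 4 at high stringency, no minimum 114 and 16, and the minimum in all 6 arrays 187 higher at low and 1 and 1 at high stringency. With array medians subtracted 61 were lower at low stringency and with 1 transcript cluster per symbol 60, where 4 passed at high stringency. The last leaves fewer to test, and for the medians, which move the median of all genes from 0.07 to 0.14, the cause was not tested. Each array left out gave 76 to 167 lower at low stringency (155 without mutant array B, 167 without wild type array A) and 5 to 17 at high stringency (16 without mutant array B, 17 without wild type array A, 5 without wild type array C). The number with an adjusted p under 0.05 was 146 and ranged from 49 to 253 with each array left out and from 83 (no minimum) to 271 (array medians subtracted) under the other alternatives.

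Of 81 named genes in podocytes 30 changed sign with the endothelial marker mean as a covariate, 20 of them called without it: *Bok* -0.0652, *Moap1* 0.74, *Klf11* 0.0835, *Klf15* -0.33, *Col5a1* -0.40, *Col8a1* 1.06, *Nid1* 0.91, *Ctsh* 0.10, *Ctss* 1.70, *Ctsz* 0.33, *Krt7* -0.78, *Itga2* 0.0129, *Itga6* 0.12, *Itga8* 0.75, *Ptn* 1.32, *Calcrl* 0.74, *Igfbp5* 0.73, *Adamts5* 0.65, *Emcn* 0.51, *Gimap4* 0.93, *1810011O10Rik* 0.031, *Lphn2* 0.17, *Efnb2* 0.30, *Blmh* 0.15, *Epas1* 0.0158, *Cd34* 0.58, *Sfrp2* 0.48, *Cd24a* 0.63, *Dkk2* 0.62, *Rasgrp3* 0.27. *Emcn* and *Cd34* are themselves part of that mean, so their change says little. The mean is itself lower in mutant arrays, so this fit cannot fully separate it from genotype. With array medians subtracted *Mvk* -0.00222, *Bak1* -0.0277, *Col5a1* -0.0172, *Tnc* -0.0214, *Ctsb* -0.00802, *Igf2* 0.0356 changed sign, with array weights *Eln* 0.0104, *Mvk* -0.0699, *Bak1* -0.00355, and with quantile normalization *Pdcd2* 0.0512, *Klf11* 0.00288, *Tnc* -0.0124, *Pdgfa* -0.039, *Igf2* 0.0274, all of them genes that the screens did not call. The cause was not tested. An intensity trend with robust estimation and all 18 arrays in 1 fit changed the sign of 0 named genes.

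Leaving out each array in turn changed the sign of the following uncalled genes, given with their range and the arrays without which the sign changed. In mesangial cells these were *Eln* -0.10 to 0.11 (wild type C), *Itga6* -0.11 to 1.02 (wild type A), *Kdr* -1.36 to 0.43 (wild type C), *Fdps* -0.22 to 0.0155 (mutant A), *Mvk* -0.12 to 0.0518 (mutant C, wild type C). In podocytes they were *Bak1* -0.15 to 0.25 (mutant A, mutant C, wild type B, wild type C), *Moap1* -0.26 to 0.18 (mutant C, wild type A), *Klf11* -0.0956 to 1.17e-04 (mutant B), *Col5a1* -0.0838 to 0.11 (mutant C, wild type A, wild type B), *Col8a1* -0.48 to 0.15 (mutant B, mutant C), *Tnc* -0.44 to 0.56 (mutant A, mutant B, wild type A), *Nid1* -0.40 to 0.22 (mutant C), *Ctsl* -0.10 to 0.00932 (wild type C), *Ctsa* -0.0989 to 0.12 (mutant A, wild type A), *Ctsb* -0.12 to 0.26 (mutant A, mutant B, wild type B, wild type C), *Ctsd* -0.0431 to 0.21 (mutant A), *Ctss* -0.66 to 0.40 (mutant B, wild type B), *Krt7* -0.0608 to 0.51 (mutant B), *Bmp6* -0.0495 to 0.0111 (mutant A, wild type A), *Nenf* -0.0684 to 0.23 (mutant A, wild type B), *4932438A13Rik* -0.30 to 0.47 (mutant A, mutant B, wild type A). In endothelial cells they were *Pdgfa* -0.0597 to 0.11 (mutant A, mutant C, wild type B, wild type C), *Cxcl10* -0.0325 to 0.81 (mutant B), *Igf2* -0.0961 to 0.12 (mutant A, mutant B, wild type C). The cause was not tested.

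Leaving out 1 array also changed which named genes the low stringency screen called, in the same direction. In mesangial cells the call was lost for *Wt1* (-0.58 without mutant B, -0.58 without mutant C, -0.50 without wild type B), *Nr1d1* (0.95 without mutant A, 0.97 without mutant B, 0.81 without wild type B, 0.92 without wild type C), *Snord14e* (-1.12 without mutant B, -0.67 without mutant C, -1.14 without wild type A, -1.02 without wild type B), *Ddx3y* (-2.66 without mutant A, -2.66 without mutant B, -2.66 without mutant C, -2.00 without wild type B, -2.02 without wild type C) and gained for *Fzd2* (0.61 without wild type C), *Cxcl9* (1.79 without mutant B), *Edn1* (0.74 without mutant C), *Itga6* (1.02 without wild type C), *Pparg* (0.64 without mutant B, 0.62 without wild type C). In podocytes the call was lost for *Fn1* (0.85 without mutant A, 0.52 without mutant B, 0.93 without wild type A, 0.86 without wild type B, 0.91 without wild type C), *Itga2* (-0.66 without mutant B, -0.59 without mutant C, -0.61 without wild type A, -0.73 without wild type C), *Itga8* (-1.48 without wild type A, -1.48 without wild type B), *Ptn* (-1.93 without wild type A, -2.01 without wild type B, -2.07 without wild type C), *Myo1d* (-0.49 without mutant B), *Efnb2* (-1.05 without wild type A), *Cd34* (-1.64 without wild type A), *Dkk2* (-1.21 without wild type B) and gained for *Krt80* (-0.60 without mutant A). In endothelial cells the call was lost for *Pdgfb* (0.58 without mutant A, 0.68 without wild type B, 0.73 without wild type C), *Vcam1* (0.60 without mutant A, 0.68 without mutant C, 0.55 without wild type B, 0.50 without wild type C), *Sele* (0.45 without mutant A, 0.96 without mutant C, 0.91 without wild type A, 0.73 without wild type B), *Chrm3* (-0.71 without mutant A, -0.52 without mutant C, -0.80 without wild type A, -0.82 without wild type B, -0.82 without wild type C) and gained for *Cxcl10* (0.81 without wild type A).

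Gene lists were tested by camera at its preset, by fry and with an estimated correlation, and their adjusted p values follow in this order. Under 0.05 by camera alone were endothelial markers in mesangial arrays (0.0116, then 0.173 and 0.47), Klf and matrix genes in podocyte arrays (0.000599, then 0.19 and 0.155), integrins in podocyte arrays (7.4e-05, then 0.0657 and 0.257), the genes shown as lower in Fig. 3 in podocyte arrays (1.3e-12, then 0.119 and 0.308), endothelial markers in podocyte arrays (2.1e-10, then 0.0657 and 0.257), mesangial markers in podocyte arrays (0.00516, then 0.273 and 0.47), juxtaglomerular and smooth muscle markers in podocyte arrays (0.00091, then 0.232 and 0.32). Over 0.05 only with an estimated correlation were *Tgfb* and thrombospondin genes in mesangial arrays (0.000243, then 0.00317 and 0.0856), protective genes in mesangial arrays (0.000473, then 0.0133 and 0.203), mesangial markers in mesangial arrays (0.00199, then 0.0448 and 0.343), muscle contraction genes in endothelial arrays (0.000453, then 0.0448 and 0.0856). Under 0.05 by fry alone were growth factors and Myo1d in podocyte arrays (0.0558, then 0.049 and 0.257), endothelial markers in endothelial arrays (0.0558, then 0.0172 and 0.257). Sex-linked markers in podocytes (0.933) and podocyte markers in endothelial cells (0.615) changed direction under fry. Directions also changed without 1 array, with the adjusted p at 0.458 to 0.947 (without mutant C) for sterol genes, 0.216 to 0.98 (without wild type B) for podocyte markers named for mesangial cells, 0.146 to 0.736 (without wild type C) for podocyte, 0.165 to 0.809 (without mutant C, wild type C) for leukocyte and 0.0356 to 0.433 (without wild type C) for tubule markers in mesangial cells, 0.069 to 0.852 (without wild type B) for leukocyte and 0.147 to 0.963 (without mutant B, wild type B, wild type C) for sex-linked markers in podocytes, and 0.676 to 0.896 (without mutant B) for podocyte markers in endothelial cells. Programmed cell death genes gave 0.0467 to 0.199, with the lowest without wild type array A. Without 1 array the adjusted p rose over 0.05 for endothelial markers in mesangial cells (0.0558 without mutant C, 0.835 without wild type C), mesangial markers in podocytes (0.161 without mutant C), juxtaglomerular and smooth muscle markers in podocytes (0.0571 without mutant B), and fell under it for juxtaglomerular and smooth muscle markers in mesangial cells (0.0445 without mutant A), tubule markers in mesangial cells (0.0356 without wild type B), erythroid markers in mesangial cells (0.0444 without wild type B), sex-linked markers in mesangial cells (0.000391 without wild type A), proliferation markers in mesangial cells (0.0274 without mutant B, 0.0226 without wild type B), growth factors and Myo1d in podocytes (0.0469 without wild type A, 0.0412 without wild type B), podocyte markers in podocytes (0.0146 without mutant C), adhesion genes and fibronectin in endothelial cells (0.00687 without mutant B, 0.0217 without wild type A), endothelial markers in endothelial cells (0.0448 without mutant A, 0.0351 without mutant B, 0.0453 without wild type B, 0.0499 without wild type C), mesangial markers in endothelial cells (0.0351 without mutant B), leukocyte markers in endothelial cells (0.000995 without mutant C, 0.0499 without wild type C), sex-linked markers in endothelial cells (1.0e-05 without mutant C), proliferation markers in endothelial cells (0.00256 without wild type B). The cause was not tested.

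The numbers of interactions without 1 array ranged from 44 to 423 for podocytes against mesangial cells, 85 to 251 for endothelial against mesangial cells and 30 to 1865 for endothelial cells against podocytes. The largest of each came without mutant podocyte array A, and the others that moved are listed above. Signal over background limits the correlations. Over transcript clusters at a signal of at least 100 the median r within groups fell to 0.980 and 0.979 for mutant and wild type endothelial, 0.977 and 0.955 for mesangial, and 0.934 and 0.975 for podocyte arrays, since transcript clusters at background, which widen the range, are left out.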

Differences from the paper's values

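The paper gives 30 genes for the stringent screen of mesangial cells, and 60 transcript clusters passed it here on the arrays alone. By the legend of Fig. 1, RNA-seq also showed the change of all genes in that figure. This was not required here, so the numbers may not rest on the same criteria. Of the alternatives set before the data were examined, the signal minimum in all 3 arrays of at least 1 genotype (35) and Benjamini-Hochberg adjustment (39) come within 1.5 times the paper's number. No minimum, all 18 arrays in 1 fit, an intensity trend with robust estimation, subtracted medians, quantile normalization, array weights, 1 transcript cluster per symbol, exclusion of X, Y and the *Cd2ap* interval, and each array left out do not. The minimum on the higher group mean gives 43, within 1.5 times, but was chosen after seeing the values, and drops 16 of the 176 transcript clusters in the paper's Table S1 and 30 of the 269 in Table S2.

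For podocytes the paper gives 73 annotated genes higher and 311 lower at low stringency, and 144 and 512 transcript clusters with a symbol were found here. For higher genes, the minimum in all 3 arrays of at least 1 genotype (107) comes within 1.5 times the paper's number and the other alternatives set before the data were examined do not, Benjamini-Hochberg adjustment with 6 among them. For lower genes, quantile normalization (381), the endothelial marker mean as a covariate (329) and the fits without mutant array B (462), wild type array A (423) or wild type array B (456) come within it, and the other alternatives, the fits without the remaining 3 arrays among them, do not. The minimum in all 6 arrays gives 67 and 275 with a symbol, but was chosen after seeing the values, and drops 34 of the 80 transcript clusters in the paper's Table S7 and 173 of the 333 in Table S11.

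At high stringency the paper gives 5 genes higher and 22 lower in mutant podocytes, and 20 and 59 transcript clusters passed here on the arrays alone. The legend of Fig. 3 says that RNA-seq also showed the change of all genes in it, which was not required here. For higher genes the minimum in all 3 arrays of at least 1 genotype gives 6 and is the one alternative set before the data were examined that comes within 1.5 times the paper's number. For lower genes it is the endothelial marker mean as a covariate, which gives 26. All the other alternatives set before, each array left out among them, differ from the paper's number.

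For endothelial cells the paper gives 217 genes higher and 39 lower at low stringency, and 335 and 98 transcript clusters were called here. For higher genes, the minimum in all 3 arrays of at least 1 genotype (292), an intensity trend with robust estimation (317), quantile normalization (274), 1 transcript cluster per symbol (261), exclusion of X, Y and the *Cd2ap* interval (307) and the fits without mutant array A (275) or wild type array C (291) come within 1.5 times the paper's number. No minimum, all 18 arrays in 1 fit, adjustment, subtracted medians, array weights and the fits without the other 4 arrays do not. For lower genes 0 of the alternatives set before the data were examined come within it. Counted only where a symbol is given, 50 were lower with array medians subtracted and 51 without mutant array C, a count chosen after seeing the values. The minimum in all 6 arrays gives 187 higher, within 1.5 times, and 48 lower with a symbol, but was chosen after seeing the values and drops 74 of the 217 transcript clusters in the paper's Table S12 and 13 of the 39 in Table S13.

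For the stringent screen of endothelial cells the paper gives 23 genes, which also had to change in its RNA-seq, and 56 transcript clusters passed on the arrays alone. The minimum in all 3 arrays of at least 1 genotype gives 30, within 1.5 times the paper's number, and the other alternatives set before the data were examined do not.

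Of the 22 genes that the paper labels as lower in mutant podocytes in Fig 3, 21 were lower here, and *4932438A13Rik* was at 0.07 (adjusted p = 0.954) in its transcript cluster of highest signal, while 3 of its 19 transcript clusters were called lower, down to -1.44. The paper lists *Kdr* as raised in mutant mesangial cells, from RNA-seq, and the arrays gave -0.75 (adjusted p = 0.694), or 0.43 without wild type array C. It lists *Bmp6* and *Nenf* among lowered growth factors of podocytes, and the arrays gave -0.02 (adjusted p = 0.955) and 0.09 (adjusted p = 0.855). Over that list of 5, 4 were lower. Of the 6 sterol genes it gives as lower in mutant mesangial cells, 3 were detectable on the arrays, and 2 of these were higher in their transcript cluster of highest signal, with a median of 0.01. For *Fdft1* that cluster is shared with *Ctsb*, and the one that carries *Fdft1* alone was called lower, at -0.65 (adjusted p = 0.0376). Of the 8 cell death genes it gives as raised in podocytes, 5 were higher. Of the raised growth factors of endothelial cells 6 of 8 were higher, with *Mdk* at -0.23 (adjusted p = 0.321) and *Igf2* at -0.04 (adjusted p = 0.937). *Eln*, given as raised in mesangial cells, was at -0.03 (adjusted p = 0.914), and *Krt7*, given as lowered in podocytes, at 0.19 (adjusted p = 0.78). For 135 named genes with a fold in the paper's array tables, the largest ratio between that fold and the one here was 1.41, so 0 are more than 1.5 times apart.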

Other observations

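The tests on the source of *Wt1* by array and by markers and the signal rise of leukocyte markers were chosen only after the result was seen, while the other tests of this part were set before.

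Other splits of the 6 arrays of a cell type into 3 and 3 were run for each screen. In 1 of 10 splits, the real one alone, were there as many calls, for both screens in mesangial cells, podocytes and endothelial cells. The largest number in another split was 367 for the low stringency screen in podocytes, where the real genotypes gave 679. Since 10 splits cannot give a share under 0.1, chance cannot be excluded by this test. For gene lists past the threshold of camera, as many were found in 8 of 10 splits of mesangial, 1 of 10 of podocyte and 7 of 10 of endothelial arrays, so chance cannot be excluded for the number of lists either. The lists labelled in figures were chosen by the paper for their change.

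Marker lists, fixed before the data were examined, gave these camera results. In mesangial arrays labelled mutant, endothelial markers (adjusted p = 0.0116, 14 of 15 lower) and mesangial markers (0.00199, 8 of 10 lower) were lower, the former not under fry (0.173) and neither with an estimated correlation (0.470 and 0.343). Podocyte markers (0.611), juxtaglomerular and smooth muscle markers (0.251), leukocyte (0.748), tubule (0.249), erythroid (0.196), sex-linked (0.180) and proliferation markers (0.0615) did not pass. In podocyte arrays, endothelial markers (2.1e-10, 15 of 15 lower) and mesangial markers (0.00516, 10 of 10 lower) were lower and juxtaglomerular and smooth muscle markers higher (9.1e-04, 5 of 6), none of them under fry or an estimated correlation. Podocyte (0.0727, 10 of 12 lower), leukocyte (0.390), tubule (0.348) and sex-linked markers (0.748) did not pass, and fewer than 3 erythroid and proliferation genes were detectable. In endothelial arrays, endothelial markers (0.0558, 13 of 16 higher), leukocyte (0.0667), mesangial (0.0984), proliferation (0.100), sex-linked (0.240) and podocyte markers (0.801) did not pass, though endothelial markers did under fry (0.0172). Juxtaglomerular, tubule and erythroid genes were too few to test there.

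For *Wt1* in mesangial cells, the paper gives RNA-seq values and states that they did not come from podocytes. On the arrays the signal was 277 ± 28.8 (SD, n = 3) in arrays labelled mutant and 429 ± 71.8 (SD, n = 3) in wild type arrays, a log2 fold change of -0.62 (standard error 0.14, adjusted p = 0.0728 from limma), and it passed the low stringency screen as lower. In endothelial arrays it lay at background, with a mean of 92.5 in wild type. If podocytes in the mesangial sorts carried the signal, they would make up 9.13% to 22.6% of it by *Wt1*. The median share of 54 other podocyte genes was 1.28% to 2.09% in 5 arrays and 16.3% in wild type array C, and the smallest gap to *Wt1* was 1.60 percentage points, in array C. By the 12 podocyte markers the median share was -0.40% to 0.09% in 5 arrays and 10.3% in array C, with 9 to 12 of 12 below *Wt1*. In those 5 arrays 26 to 32 of the 54 genes lay more than 2-fold below the level that the share needed for *Wt1* would give them, as did 5 to 9 of the 12 markers. This argues against podocytes in the sorts as the source of the *Wt1* signal in these 5 arrays. In array C 1 of the 54 and 0 of the 12 did, and there podocytes in the sort and *Wt1* of mesangial cells cannot be told apart, since the other genes reach nearly the share of *Wt1*.

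The interferon response of endothelial arrays labelled mutant might come from leukocytes in the sorts. Of 14 leukocyte markers 11 were higher, with a median log2 fold change of 0.24, but 9 stayed below a signal of 100. The 5 others were all higher, with a median of 0.56. *Tyrobp* (0.78) and *H2-Aa* (1.53), named after their values were seen, rose most. In signal, the leukocyte markers rose by a median of 11.7 and by at most 138, against a median of 315 for the 23 interferon genes. As most markers lie near background, leukocytes in the sorts and a response of the endothelial cells cannot be told apart for this set.

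Renin, higher in podocyte arrays labelled mutant, might come from juxtaglomerular or smooth muscle cells in the mutant podocyte sorts. Of the 6 other markers of these cells, 5 had a higher mean in mutants, but the arrays differ. *Acta2* was at 1050.3, 780.7 and 246.6 in mutant arrays A, B and C and at 209.3 to 266.1 in wild type, and *Tagln* at 900.1, 499, 96.9 and 115.2 to 122. *Ren1* was at 789, 690.5 and 467 in mutants. Array C lay above every wild type array in *Ren1* and not in *Tagln*. Without *Ren1* the 5 detectable markers were higher at an unadjusted p under 0.05 by camera and not by fry. Such cells and a rise of *Ren1* in podocytes cannot be told apart with 3 arrays.

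Several claims of the paper rest on RNA-seq, and the arrays of the same cell types gave the following for their genes. Of the matrix genes named for mesangial cells, *Fn1* was raised, with 449 ± 189 (SD, n = 3) in arrays labelled mutant and 74.8 ± 13.5 (SD, n = 3) in wild type arrays, a log2 fold change of 2.49 (standard error 0.35, adjusted p = 0.0235 from limma), *Eln* was at -0.03 (adjusted p = 0.914), and *Fbn2* and *Cd4* stayed below a signal of 100, so 1 of 2 tested genes passed, over all genes and when adjusted over the list alone. *Pparg* was at 0.51 (adjusted p = 0.142) and did not pass the screen.

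In podocytes, 8 programmed cell death genes were tested, 5 were higher in mutants, 1 passed the screen, *Perp* at 0.63 (adjusted p = 0.198), and 0 had an adjusted p under 0.05 over all genes (1 when adjusted over the list alone). Their median log2 fold change was 0.11 and camera gave an adjusted p of 0.0989. Of 16 Klf and matrix genes 15 were tested, 12 were higher and 3 passed the screen, *Col12a1* at 1.02 (adjusted p = 0.246), *Fn1* at 0.90 (adjusted p = 0.327) and *Tgfb3* at 0.78 (adjusted p = 0.213), with 0 past an adjusted p over all genes or over the list alone. The list was higher by camera (adjusted p = 5.99e-04), not by fry (0.190) or an estimated correlation (0.155). Of 5 keratin genes 2 reached a signal of 100, *Krt7* at 0.19 (adjusted p = 0.78) and *Krt80* at -0.52 (adjusted p = 0.181), and 1 was lower when adjusted over the list alone. *Ptn* had 849.6 ± 749 (SD, n = 3) in arrays labelled mutant and 2223 ± 203 (SD, n = 3) in wild type arrays, a log2 fold change of -2.00 (standard error 0.79, adjusted p = 0.324 from limma). The change of *Ptn* reverses to 1.32 with the endothelial marker mean as a covariate, which cannot be fully separated from genotype. Of the proteins the paper stained, *Frem1* was at 0.95 (adjusted p = 0.102) and passed the screen, and *Lmx1b* was at -0.12 (adjusted p = 0.764). Of this pair 1 passed when adjusted over the list alone.

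The 5 largest decreases without overlap between genotypes in podocyte arrays labelled mutant were *Rasgrp3* at -2.91 (adjusted p = 0.168), *Emcn* at -2.53 (adjusted p = 0.183), *Kdr* at -2.44 (adjusted p = 0.135), *Gimap4* at -2.27 (adjusted p = 0.216) and *Asb15* at -2.23 (adjusted p = 0.197). Of these *Rasgrp3* and *Gimap4* change sign with the endothelial marker mean as a covariate. *Emcn* and *Kdr* are themselves part of that mean, which differs between genotypes.

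In endothelial cells 8 of 11 growth factor genes were tested, 6 were higher and 3 passed the screen, *Edn1* at 1.76 (adjusted p = 0.0816), *Bmp4* at 1.18 (adjusted p = 0.14) and *Pdgfb* at 0.83 (adjusted p = 0.178). By limma 0 of the 8 had an adjusted p under 0.05 over all genes, 3 did when adjusted over the list alone, and camera gave 0.357. *Cxcl10* was at 0.28 (adjusted p = 0.764), *Ctgf* at 0.24 (adjusted p = 0.614), *Pdgfa* at 0.01 (adjusted p = 0.965), *Igf2* at -0.04 (adjusted p = 0.937) and *Mdk* at -0.23 (adjusted p = 0.321), while *Inhbb*, *Cxcl12* and *Il15* stayed below 100. *Fn1* had 179.5 ± 49.1 (SD, n = 3) in arrays labelled mutant and 96.3 ± 27.7 (SD, n = 3) in wild type arrays, a log2 fold change of 0.90 (standard error 0.26, adjusted p = 0.152 from limma), and passed the screen with an overlap between genotypes. *Vcam1*, *Sele* and *Fn1* all passed when adjusted over the list alone and 0 of them over all genes, and camera gave 0.0558 for the set.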
